# β-catenin activation down-regulates cell-cell junction-related genes and induces epithelial-to-mesenchymal transition in colorectal cancers

**DOI:** 10.1038/s41598-019-54890-9

**Published:** 2019-12-05

**Authors:** Won Kyu Kim, Yujin Kwon, Mi Jang, Minhee Park, Jiyoon Kim, Suyeon Cho, Dong Geon Jang, Wook-Bin Lee, Sang Hoon Jung, Hye Jin Choi, Byung Soh Min, Tae Il Kim, Sung Pil Hong, Young-Ki Paik, Hoguen Kim

**Keywords:** Colorectal cancer, Epithelial-mesenchymal transition

## Abstract

WNT signaling activation in colorectal cancers (CRCs) occurs through *APC* inactivation or β-catenin mutations. Both processes promote β-catenin nuclear accumulation, which up-regulates epithelial-to-mesenchymal transition (EMT). We investigated β-catenin localization, transcriptome, and phenotypic differences of HCT116 cells containing a wild-type (HCT116-WT) or mutant β-catenin allele (HCT116-MT), or parental cells with both WT and mutant alleles (HCT116-P). We then analyzed β-catenin expression and associated phenotypes in CRC tissues. Wild-type β-catenin showed membranous localization, whereas mutant showed nuclear localization; both nuclear and non-nuclear localization were observed in HCT116-P. Microarray analysis revealed down-regulation of Claudin-7 and E-cadherin in HCT116-MT vs. HCT116-WT. Claudin-7 was also down-regulated in HCT116-P vs. HCT116-WT without E-cadherin dysregulation. We found that ZEB1 is a critical EMT factor for mutant β-catenin-mediated loss of E-cadherin and Claudin-7 in HCT116-P and HCT116-MT cells. We also demonstrated that E-cadherin binds to both WT and mutant β-catenin, and loss of E-cadherin releases β-catenin from the cell membrane and leads to its degradation. Alteration of Claudin-7, as well as both Claudin-7 and E-cadherin respectively caused tight junction (TJ) impairment in HCT116-P, and dual loss of TJs and adherens junctions (AJs) in HCT116-MT. TJ loss increased cell motility, and subsequent AJ loss further up-regulated that. Immunohistochemistry analysis of 101 CRCs revealed high (14.9%), low (52.5%), and undetectable (32.6%) β-catenin nuclear expression, and high β-catenin nuclear expression was significantly correlated with overall survival of CRC patients (*P = *0.009). Our findings suggest that β-catenin activation induces EMT progression by modifying cell-cell junctions, and thereby contributes to CRC aggressiveness.

## Introduction

WNT signaling pathway alterations play key roles in colorectal cancer (CRC) tumorigenesis. Specifically, WNT pathway activation promotes transcriptional activation of target genes involved in various tumorigenic processes, such as proliferation, stemness, and cell motility^1^. Up to 80% of sporadic CRCs show inactivating mutations or allelic loss of adenomatous polyposis coli (*APC*), is a key WNT pathway regulator, resulting in persistent WNT pathway activation^2^. Additionally, approximately 5% of sporadic CRCs show activating mutations in *CTNNB1* (β-catenin-encoding gene), which are extremely rare in CRCs with *APC* mutations. Although β-catenin mutations are infrequent in sporadic CRCs, these have been reported in about 18% of hereditary non-polyposis colorectal cancers (HNPCCs)^3,4^. Most β-catenin mutations occur in exon 3, which encodes an E3-ligase-binding region that helps β-catenin escape degradation and, consequently, results in WNT pathway activation^5^. Although it is unclear how cytosolic accumulation of β-catenin induces its translocation into the nucleus, both *APC* and β-catenin mutations commonly lead to nuclear overexpression of β-catenin^6^. Notably, since β-catenin is the acting downstream effector of WNT pathway, an enhanced understanding of its targeting and function could provide direct insight into how WNT activation promotes CRC tumorigenesis.

Nuclear β-catenin acts as a coactivator of T-cell and lymphoid enhancer factors (TCF-LEF), and thereby stimulates expression of target genes related to various oncogenic pathways, particularly the epithelial-to-mesenchymal transition (EMT). EMT results from β-catenin activation, and is directly associated with invasion and metastasis of various cancers^7^. During EMT, loss of cell junction molecules leads to perturbation of cell-cell interactions; this is considered the most critical step for cancer cells to dissociate from the primary tumor, invade surrounding tissues, and metastasize to secondary sites^8^. In normal cells, β-catenin promotes adherens junction (AJ) formation by binding to E-cadherin, but it can also function to induce EMT when released from the E-cadherin-β-catenin complex^9^. Notably, although the clinical significance of abnormal E-cadherin expression in prognosis, invasive potential, and metastasis of CRC is known, the expressional and functional relationship between E-cadherin and β-catenin remains poorly understood^10^.

In addition to AJs, tight junctions (TJs) play central roles in EMT regulation and subsequent cancer progression. In normal cells, TJs maintain cell polarity and integrity, but they are dismantled in cancers to allow dissemination. TJ proteins consist of three major groups: Claudins, Occludins, and linker molecules. Claudin and Occludin families facilitate tight sealing of cells in the epithelial sheet, whereas zonula occludins (ZO) protein-1, a linker molecule, mediates interaction between Claudins and Occludins and the actin cytoskeleton^11^. Of these TJ molecules, abnormal expression of several Claudin proteins (e.g., Claudin-1, -3, -4, and -7) has been associated with tumorigenesis of various cancers, including CRCs. Claudin expression has also been correlated with prognosis, invasion, and metastasis in CRCs. However, Claudin family members show heterogeneous expression patterns and even opposite roles in various types of cancers, and their expressional and functional relationships with β-catenin expression remain unclear^12^.

Here, we aimed to investigate the mechanism by which β-catenin activation affects cell-cell junctions during EMT progression using a panel of HCT116 cell lines with differential β-catenin mutation status.

## Materials and Methods

### Cell culture and reagents

HCT116 cell lines were purchased from Horizon Discovery (Cambridge, United Kingdom). HCT116 parental (HCT116-P) line contains one WT β-catenin allele and one mutant allele; HCT116-MT and HCT116-WT contain one mutant or one WT allele, respectively, generated by disruption of the other allele in the parent strain^13^. DLD-1, LoVo, RKO, HCT8, Hep3B, HepG2, and LS174T cell lines were purchased from the Korean Cell Line Bank (Cancer Research Institute, Seoul, Korea). DLD-1, LoVo, RKO, HCT8, LS174T, and HCT116 cells were maintained in Roswell Park Memorial Institute (RPMI) medium, containing 10% fetal bovine serum (FBS) and 1% penicillin/streptomycin (P/S) at 37 °C in a 5% CO_2_ incubator. Hep3B and HepG2 cells were respectively maintained in Dulbecco’s Modified Eagle Medium (DMEM) and Minimum Essential Medium (MEM), both containing 10% FBS and 1% P/S. For morphological analysis, images were obtained using the 20× objective of an Olympus (Tokyo, Japan) IX71 camera.

### Western blot analysis

Whole-cell lysates were prepared in Passive Lysis Buffer (Promega, Madison, WI, USA), containing protease inhibitor cocktail. Proteins were electrophoresed and transferred to a membrane. Membranes were incubated overnight at 4 °C with primary antibodies against GAPDH (Trevigen, Gaithersburg, MD, USA), β-catenin, E-cadherin (both from BD Biosciences, San Jose, CA, USA), FLAG (Sigma, St. Louis, MO, USA), EGFP, hnRNPC, α-tubulin (all from Santa Cruz Biotechnology, Santa Cruz, CA, USA), Claudin-7 (Thermo Fisher Scientific, Waltham, MA, USA), SNAIL, SLUG, TWIST1, ZEB1, TCF4, Vimentin, and N-cadherin (all from Cell Signaling Technology, Beverly, MA, USA). Membranes were then washed and incubated with appropriate secondary antibodies for 1 h at room temperature. Western blot images were analyzed using a LAS 4000 mini camera (Fujifilm, Tokyo, Japan), and relative band densities were quantified using ImageJ (NIH) software.

### Immunofluorescence

Cells grown on slides were rinsed with phosphate-buffered saline (PBS), fixed with 4% paraformaldehyde (PFA) or 100% methanol for 15 min, and permeabilized in 0.2% Triton X-100 in PBS. Fixed slides were incubated at 4 °C overnight with primary antibodies against β-catenin, E-cadherin (both from BD Biosciences), Claudin-7 (Thermo Fisher Scientific), or FLAG (Sigma). Appropriate fluorescence-labeled secondary antibodies were then applied for 1 h at room temperature (Invitrogen Life Technologies, Carlsbad, CA, USA). All images were collected using a LSM700 confocal microscope (Carl Zeiss, Oberkochen, Germany).

### Quantitative reverse transcription (qRT)-PCR

Total RNA was extracted using TRIzol Reagent (Life Technologies) according to manufacturer’s instructions. Reverse transcription was performed with 2-μg total RNA. Real-time PCR was performed using the ABI PRISM 7500 Sequence Detector (Applied Biosystems) and SYBR Premix Ex Taq II (TaKaRa, Kusatsu, Shiga Prefecture, Japan), according to manufacturer’s guidelines. All mRNA expression levels are presented as the mean ± standard deviation (SD) from two or three independent experiments. Melting curves of PCR products were assessed for quality control.

### Gene expression analysis

Microarray experiments were conducted on HumanHT-12 v4 Sentrix Expression BeadChip (Illumina, San Diego, CA, USA). Hybridization of labeled-cRNA to BeadChip, washing, and scanning were performed according to Illumina Bead Station 500X manual. Extraction of mRNA expression data and statistical analysis of raw data were performed using software provided by the manufacturer (Illumina GenomeStudio v2011.1). Expression intensities were normalized by quantile normalization technique; and using normalized intensities, genes differentially expressed in HCT116-WT and HCT116-MT cells were determined by the integrated statistical method previously reported^14^. Our microarray data are deposited in Gene Expression Omnibus (GSE126845). Differentially expressed genes (DEGs) were selected as those with *P* < 0.05 and fold change > 1.5. Functional enrichment analysis was performed using BINGO 2.3 plugin for Cytoscape software (http://www.psb.ugent.be/cbd/papers/BiNGO/Home.html), DAVID software (Database for Annotation, Visualization an Integrated Discovery, v6.7; http://david.abcc.ncifcrf.gov) to identify gene ontology (GO) biological processes, and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways represented by DEGs with statistical significance.

### Cell cycle analysis

HCT116-P, HCT116-WT, and HCT116-MT cells were washed with PBS and fixed in 95% ethanol. Cells were then incubated at 4 °C for 24 h, washed again, and stained in a solution of PBS, propidium iodide, and RNase A in the dark at 37 °C for 20 min. All samples were analyzed by flow cytometry using FACS Calibur (BD Biosciences) system.

### Luciferase assays

Wnt/β-Catenin signaling activity was measured using TOP/FOP-Flash luciferase activity assay. TOP-Flash contained a wild type LEF/TCF-binding site, while FOP-Flash contained a mutant LEF/TCF-binding site. HCT116 cells were transfected with reporter constructs (TOP-Flash or FOP-Flash). After 2 days, luciferase activity was measured using Dual-Luciferase Reporter Assay System Kit (Promega), according to manufacturer’s instructions. Results are presented as relative luciferase activity.

### Construction of β-catenin expression vectors and siRNAs for gene silencing

Coding sequences of β-catenin were cloned into a pLECE3 vector conjugated with EGFP at C-terminus. For generation of a β-catenin Ser45del mutant construct, substitution mutagenesis was performed at 45^th^ amino acid using β-catenin wild-type (WT) construct. An EGFP-conjugated E-cadherin expression vector was purchased from Addgene (#Plasmid 20089, Watertown, MA, USA). For gene silencing experiments, cells were transfected with short interfering RNAs (siRNAs) targeting *SNAI1*, *SNAI2*, *ZEB1*, and *TWIST1* (Bioneer, Daejeon, Korea). The siRNAs sequences are shown in Supplementary Table S1. Short hairpin RNAs (shRNAs) used in this study were obtained from a shRNA library of RNAi Consortium (TRC) provided by Yonsei genome center (Seoul, Korea).

### Tissue microarray construction

Representative areas were selected based on microscopic examination of hematoxylin and eosin (H&E)-stained slides, and corresponding spots were marked on the surface of the paraffin block. Using a manual tissue microarrayer, selected areas were removed, and 3-mm tissue cores were placed into 6 × 5 recipient blocks. Tissues from invasive tumors were then extracted; two tissue cores were processed from each sample to minimize extraction bias and ensure each case was represented in the final tissue microarray (TMA) block. Each core was assigned a unique TMA location number that is linked to a database with other clinicopathological data. After microtome sectioning and H&E staining, final TMA blocks contained cores from 101/101 (100%) specimens.

### Immunohistochemistry

Paraffin-embedded tissue blocks were cut into 4-µm sections. Immunohistochemical analysis was performed using a Ventana XT automated stainer (Ventana, Tucson, AZ, USA), with antibodies against β-catenin (1:200, BD biosciences), E-cadherin (1:1600, Abcam), and Claudin-7 (1:200, Sigma). The percentage of nuclear β-catenin staining was evaluated and categorized as negative, weak, or high, based on percentage of tumor cells with nuclear expression (0%, 1–29%, or ≥30%, respectively). The H-score method, which assigns an immunohistochemistry (IHC) H-score to each case on a continuous scale of 0–300 based on percentage of cells at different staining intensities, was used for the interpretation of Claudin-7 and E-cadherin results. Membranous staining was scored as follows: 0 for “no staining,” 1+ for “weak staining visible at high magnification,” 2+ for “intermediate staining,” and 3+ for “strong staining”. The percentage of cells at different staining intensities was determined by visual assessment, with scores calculated using the following formula: 1(% of 1+ cells) + 2(% of 2+ cells) + 3(% of 3+ cells)^15^. Samples were then classified as having low (H-score ≤ 200) or high (H-score > 200) protein expression.

### Wound-healing and invasion assays

For wound-healing assays, 0.5 × 10^6^ cells were seeded in 60-mm dishes and cultured until confluent. Using a (yellow) pipette tip, a straight scratch (wound) was generated, keeping the pipette tip at an angle of ~30°. Wound closure was then monitored over 48 h. For invasion assays, QCM 24-Well Cell Invasion assay kit was used (Millipore, Burlington, MA, USA), according to manufacturer’s guidelines. Briefly, insert interiors were rehydrated with pre-warmed serum-free media, and 0.3 × 10^6^ cells were added to each insert. Complete media (10% FBS) was added to the lower chambers, and cells were incubated for 48 h in a CO_2_ incubator. Cells were stained with 0.1% crystal violet solution, and images were obtained using the 4× or 10× objective.

### Tissue samples

A total of 101 stage III (metastasis to regional lymph nodes but not distant sites) CRC tissue samples that were treated with FOLFOX regimen were used in this study. This same cohort was analyzed in our previous study for molecular classification of CRCs^16^. All patients had undergone curative colorectal resection between 2006 and 2012, and none received neo-adjuvant chemotherapy. Specimens were obtained from the archives of Department of Pathology at Yonsei University in Seoul, Korea and from the Liver Cancer Specimen Bank of the National Research Resource Bank Program of the Korean Science and Engineering Foundation of the Ministry of Science and Technology. Patient data were collected retrospectively. All experimental protocols using patient tissues were approved by the Institutional Review Board of Yonsei University College of Medicine (approval number: 4-2018-0276) and conducted in accordance with all relevant policies, including obtaining informed consent from all subjects.

### Statistical analysis

Statistical analyses were performed using SPSS software, version 21.0.0.0 for Windows (IBM, Armonk, NY, USA). Mann-Whitney tests, Student’s t-tests, Fisher’s exact tests, or chi-square tests were used, depending on the purpose. Data are expressed as mean ± SD, and one-way analysis of variance (ANOVA) with a post hoc test (Bonferroni) was performed to compare multiple means. *P*-values < 0.05 were considered statistically significant.

### Ethical approval and informed consent

Authorization for the use of tissues for research purposes was obtained from the Institutional Review Board of Yonsei University College of Medicine (approval number: 4-2018-0276).

## Results

### HCT-116 cells containing a β-catenin mutation show nuclear β-catenin localization and Wnt pathway activation

We utilized three HCT116 cell lines with differential β-catenin mutation status: parental HCT116 (HCT116-P) cells harboring one WT and one mutant allele (Ser45 del), HCT116-WT cells harboring one WT allele, and HCT116-MT cells harboring one mutant allele. As these lines are isogenic and differ only in their β-catenin mutation status, we considered this a proper model for investigating β-catenin mutation-induced phenotypes. Morphological analysis revealed clear differences. Specifically, HCT116-WT cells predominantly show epithelial-like morphology (round and organized sheet pattern), whereas HCT116-MT cells mostly display mesenchymal-like morphology (spindle-shaped and scattered pattern) (Fig. 1a). Both morphologies were heterogeneously observed in HCT116-P cells. Western blot and qRT-PCR analysis revealed similar levels of β-catenin mRNA and protein expression, respectively, in HCT116-WT and HCT116-MT cells, and these were about half the levels measured in HCT116-P cells, likely due to the single β-catenin allele in WT and MT lines (Fig. 1b–d).

**Figure 1:**
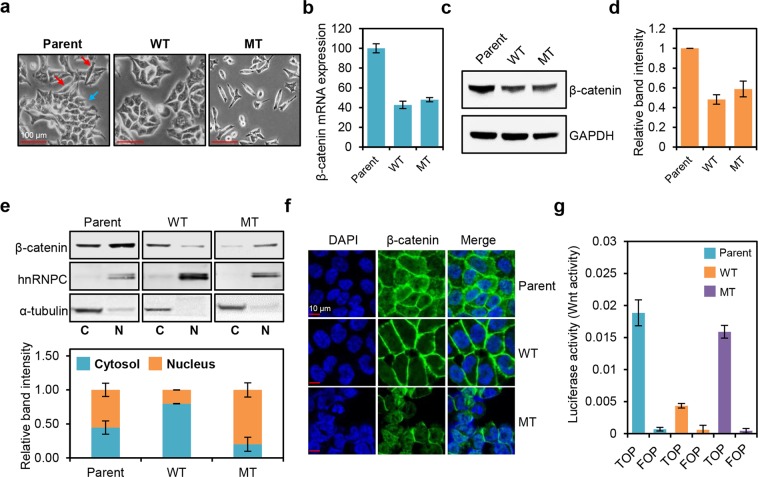
β-catenin mutation affects the localization and activation of β-catenin, as well as morphology of HCT116 cells. **(a)** Morphologies of HCT116 cells containing a wild-type (WT) β-catenin allele (HCT116-WT, WT), a mutant β-catenin allele (HCT116-MT, MT), or both wild-type and mutant alleles (HCT116-P, Parent). Red and blue arrows indicate mesenchymal-like and epithelial-like morphologies, respectively. **(b)** Relative β-catenin mRNA expression levels in HCT116 cell lines determined by qRT-PCR. **(c)** Western blot analysis of β-catenin protein levels in HCT116 cell lines. **(d)** Quantification of band intensities for the western blot shown in (**c**). **(e)** Top panel: western blot analysis of β-catenin levels in HCT116 cell lines subjected to cell fractionation. Bottom panel: quantification of band intensities for the western blot shown at top. hnRNPC and α-tubulin were used as nuclear and cytoplasmic markers, respectively. **(f)** Immunofluorescence microscopy analysis of β-catenin (stained in green) in HCT116 cells; DAPI staining is shown in blue. **(g)** Activation of WNT/β-catenin pathway in HCT116 cells, measured by TOP/FOP luciferase reporter assay. Error bars represent the standard deviation (SD) of the mean of two independent experiments. All assays shown in (**c**–**f**) were carried out in triplicate.

To determine β-catenin localization in each line, we first performed cell fractionation and western blot analyses, which revealed that HCT116-WT cells mostly show non-nuclear β-catenin expression, whereas HCT116-MT cells specifically display nuclear β-catenin expression. HCT116-P cells showed both nuclear and non-nuclear expressions (Fig. 1e). Subsequent immunofluorescence microscopy analysis confirmed that WT β-catenin in HCT116-WT cells mostly localizes on the plasma membrane, whereas mutant β-catenin in HCT116-MT cells is specifically found in the nucleus. HCT116-P cells display a mixed pattern of membranous, cytoplasmic, and nuclear localization (Fig. 1f). Wnt pathway activation was also strongly up-regulated in both HCT116-P and HCT116-MT cells, as compared to HCT116-WT cells (Fig. 1g). We further analyzed the expression of Wnt/β-catenin signaling target genes, *CD44*, *MMP*7, *CCND1*, *CCNE2*, *BMP4*, and *AXIN2*. qPCR analysis showed that the expression of *BMP4*, *AXIN2*, and *CCNE2* was strongly up-regulated in HCT116-P and HCT116-MT cells compared to that of HCT116-WT cells. *CCND1* expression was slightly up-regulated in HCT116-MT and HCT116-P cells. On the other hand, *CD44* expression was higher in HCT116-WT than that in other cell lines, and *MMP7* expression was specifically up-regulated in HCT116-P cells (Supplementary Fig. S1). Overall, these results indicate that WT β-catenin is stably expressed on the cell surface where it participates in cell-cell junctions, whereas mutant β-catenin shows nuclear expression and functions as a transcriptional regulator of some of the reported Wnt/β-catenin signaling target genes according to the β-catenin mutation status in HCT116 cells.

### Cells expressing mutant β-catenin show enhanced expression of cell cycle-related genes and decreased expression of cell-cell adhesion pathway-related genes

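HCT116-WT and HCT116-MT are sublines of the colorectal cancer line HCT116 that carry only the wild-type or only the mutant allele of *CTNNB1*, the gene of β-catenin. RNA of 2 HCT116-WT and 2 HCT116-MT samples was measured on HumanHT-12 v4 BeadChips, with 1 array per sample. *CTNNB1* itself was expressed in both lines, at intensities of 2143 and 1949 in HCT116-WT and 2833 and 2196 in HCT116-MT (log2 fold change 0.29, SE 0.22, adjusted p = 0.757 with limma). Of 47321 probes, 19766 and 20101 were detected in replicates 1 and 2 of HCT116-WT and 19604 and 20030 in replicates 1 and 2 of HCT116-MT, and 20579 probes detected on at least 2 of the 4 arrays were compared. Detected probes had a median signal 4.24 and 3.47 times that of undetected probes in HCT116-WT and 3.76 and 3.40 times in HCT116-MT. The 2 HCT116-MT arrays had the highest correlation over these probes (r = 0.980), whereas the HCT116-WT arrays (r = 0.965) were no closer to each other than replicate 1 of HCT116-WT was to replicate 1 of HCT116-MT (r = 0.969). The p-values measure only the spread between these samples, which may be technical, because the sources used here do not say whether the 2 samples of a line came from separate cultures.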

Since HCT116-WT and HCT116-MT cells show distinct patterns of β-catenin localization and cellular morphology, we performed microarray analysis on these lines to identify gene expression signatures that are dependent on β-catenin activation status and independent of other factors. 

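*TM4SF1*, a 4-pass membrane protein, and *ELF3*, an epithelial transcription factor, had the smallest adjusted p over probes, 0.0351 and 0.0460 with limma. Both were detected on both HCT116-WT arrays and on no HCT116-MT array, so that their differences are given as bounds: the mean of the bright line against, on each array of the other line, the higher of the lowest detected signal and the probe's own value. *TM4SF1* was at least 13.4-fold lower in HCT116-MT (adjusted p = 0.0158 over 11875 genes with limma) and *ELF3* at least 8.02-fold lower (adjusted p = 0.0221). *ANXA10*, a calcium-binding annexin, was lower by the same bound as *TM4SF1* (adjusted p = 0.0221), *MAL2*, which carries proteins to the apical membrane, was at least 5.16-fold lower (adjusted p = 0.0363), and *SCNN1A*, an epithelial sodium channel subunit, fell by 3.16 on the log2 scale (SE 0.29, adjusted p = 0.0496). Among the rises, *MGMT*, which repairs alkylated DNA, was at least 5.19-fold higher (adjusted p = 0.0363), and the noncoding RNA *SFTA1P* rose by 2.58 on the log2 scale (SE 0.23, adjusted p = 0.0448). *FGF9*, a secreted growth factor, rose by 2.33 (SE 0.23, adjusted p = 0.0639) and the fatty acid ligase *ACSL5* by 1.94 (SE 0.30, adjusted p = 0.200), past the study thresholds only.

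At the study thresholds, an unadjusted p under 0.05 and a fold change over 1.5, 648 probes were higher and 637 lower in HCT116-MT. At adjusted p under 0.05 limma called 0 probes higher and 2 lower. At unadjusted p under 0.05 it called 1048 higher and 895 lower, 1943 in both directions, where 1029 of the 20579 are expected by chance in both directions together. Of other tools, Student's t-test called 1 higher and 1 lower and limma with a mean-variance trend 7 higher and 12 lower at adjusted p under 0.05. The paper lists t-tests in its general statistics but names an integrated method for the arrays. The median adjusted p of the 1285 probes past the study thresholds was 0.421. Higher probes made up 50.4% of them, against 40.4% with cyclic loess, 34.7% with median scaling and 18.4% with no normalization, where the median log2 fold change of all genes was -0.12. In 39.9% of the 11875 genes the 2 lines did not overlap, against 33.3% expected by chance. With 1 array left out the spread comes only from the line that keeps 2, so the counts below also reflect that line's spread. Without replicate 2 of HCT116-MT 394 probes were higher and 395 lower at the study thresholds, and without replicate 1 of HCT116-WT 1150 and 1262. At adjusted p under 0.05 limma called 0 probes without either HCT116-MT array (*TM4SF1* at adjusted p = 0.374 and 0.358 over genes), and 7 higher and 46 lower without replicate 2 of HCT116-WT.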

We detected 1,507 DEGs (689 up-regulated, 818 down-regulated) displaying |fold change| >1.5 and *P*-value < 0.05 in HCT116-MT, as compared to HCT116-WT cells. Cytoscape GO analysis revealed HCT116-MT cells display significant up-regulation of cell cycle-related genes and significant down-regulation of cell-cell adhesion-related genes. 

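Genes that drive DNA replication and chromosome segregation tended to be higher in HCT116-MT, and genes of cell adhesion and tight junctions lower. Of 109 measured genes of a cell cycle list, 75 had the higher mean in HCT116-MT (median log2 fold change 0.20), and at the study thresholds 7 rose and 2 fell. Without replicate 1 of HCT116-WT 13 rose and 5 fell, and without its replicate 2 13 rose and 4 fell, with the median at 0.09. *CDK1*, the kinase of mitotic entry, rose by 0.97 (SE 0.25), although without replicate 2 of HCT116-MT it was 0.83, 0 genes of the list were past the thresholds on the higher side and the median was 0.12. Among 42 genes of DNA replication, 37 were higher (median 0.32) and 6 rose, with *RFC5*, a subunit of the clamp loader, at 0.97 (SE 0.20). Among 49 mitosis genes, 46 were higher (median 0.36) and 6 rose, with *SPC25*, a kinetochore protein, at 0.85 (SE 0.19). Without replicate 2 of HCT116-MT 2 genes of DNA replication and 1 mitosis gene rose, without replicate 2 of HCT116-WT 3 and 16, with the DNA replication median at 0.18, and without its replicate 1 14 and 10. In the other direction, 49 of 69 measured cell adhesion genes had the lower mean in HCT116-MT (median -0.24), and 13 fell while 1 rose (4 fell and the median was -0.14 without replicate 2 of HCT116-MT, and it was -0.15 without replicate 2 of HCT116-WT). Of 15 tight junction genes 10 had the lower mean and 4 fell (median -0.45, or -0.34 without replicate 2 of HCT116-WT). The 19 genes of adherens junctions and desmosomes were split, with 10 lower and 9 higher (median -0.22, or -0.04 without replicate 2 of HCT116-MT). Of these 5 fell, among them *JUP*, which encodes plakoglobin (-1.33, SE 0.25), and *PPL*, which encodes periplakin of the desmosome (-1.66, SE 0.26).

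Camera, with a correlation of 0.01 set between genes, gave adjusted p = 0.00388 for the cell cycle list, 1.24e-07 for DNA replication and 4.00e-09 for mitosis. With an estimated correlation these were adjusted p = 0.571, 0.571 and 0.523. Estimated from 2 arrays per line, that setting called a list shifted by 0.3 in 0 of 20 simulated draws. Its missing calls therefore do not decide against a list shifted by about 0.3. Larger shifts were not simulated, so how often that setting calls lists with larger medians is not known. The setting of 0.01 was not tested on correlated genes. The adhesion list had adjusted p = 2.35e-05, or 0.571 with an estimated correlation. The tight junction list had 1.23e-04, or 0.523, and the list of adherens junctions and desmosomes 0.00773, or 0.571. Adjusted over the list alone, 0 cell cycle genes reached adjusted p under 0.05 with limma, and 0 genes of DNA replication or mitosis, whereas 1 adhesion gene was higher and 3 lower, 4 tight junction genes were lower and 5 genes of adherens junctions and desmosomes were lower. The cell cycle list had adjusted p = 0.0906 without replicate 2 of HCT116-WT and 0.144 without replicate 2 of HCT116-MT, and the list of adherens junctions and desmosomes 0.119 without replicate 1 of HCT116-WT. Over all alternatives the adjusted p ran up to 0.974, with Student's t-test, for each of these 6 lists. That setting tests the lists on t values from 2 arrays per line without moderated variances. It gave the same adjusted p to lists not called at the main settings, such as glycolysis, so its adjusted p does not separate these 6 lists from those. The epithelial identity list had 0.856 with it. Fry, a further list test, gave adjusted p = 0.396 for cell cycle, DNA replication, adhesion and the list of adherens junctions and desmosomes. It gave 0.283 for mitosis and 0.188 for tight junctions, and it was not run on the simulated arrays. The lists were written from knowledge of these pathways and are not the ontology groups used in the paper. From the enriched groups the paper concludes that HCT116-MT cells raise cell cycle-related genes and lower cell-cell adhesion-related genes, and it then compares the differentially expressed genes with KEGG gene sets to narrow its candidates.

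**Figure D1:**
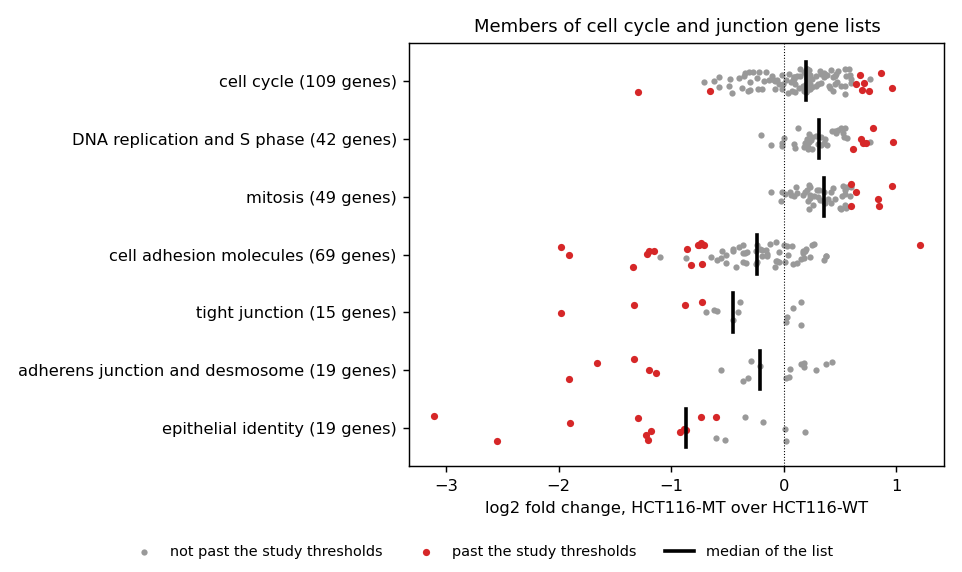
Log2 fold change of HCT116-MT over HCT116-WT (2 arrays per line) for each measured gene of 7 lists, 1 point per gene. Points in red are past the study thresholds and bars mark the list medians, from 0.36 for mitosis to -0.87 for epithelial identity.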

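Among genes that load and display antigens more fell than rose in HCT116-MT. Of 19 measured genes of MHC class I presentation 10 fell and 0 rose at the study thresholds (median log2 fold change -0.73), while without replicate 1 of HCT116-WT 4 fell (median -0.45), without replicate 1 of HCT116-MT 5 and without its replicate 2 1. The falls include *PSMB9*, a subunit of the immunoproteasome that cuts peptides for display (-1.24, SE 0.30). Of 12 genes of MHC class II presentation 3 fell (median -0.53), with 1 fall without replicate 2 of HCT116-WT, 5 without replicate 1 of HCT116-MT and 0 without its replicate 2 (median -0.32). Interferon-stimulated genes, which include many antiviral proteins, had a median of -1.38 over 36 genes, of which 13 fell, yet the 2 HCT116-WT arrays were far apart. Without replicate 1 of HCT116-WT 11 fell, with a median of -0.22, and without its replicate 2 32 fell, with a median of -2.28, although the spread in these fits comes from the HCT116-MT arrays alone. Without replicate 1 of HCT116-MT 6 fell and without its replicate 2 4. *IFI27*, a protein induced by interferon, had intensities of 19135 and 2360 in HCT116-WT and 470 and 323 in HCT116-MT, and without replicate 1 of HCT116-WT its log2 fold change went from -4.11 (SE 0.90) to -2.60. *IFITM1*, an antiviral membrane protein, likewise went from -3.46 (SE 0.98) to -1.74 without that array. In metabolism, 3 of 26 genes of cholesterol and fatty acid synthesis fell (median -0.28, or -0.17 without replicate 1 of HCT116-WT, and 8 falls without its replicate 2), namely *SREBF1*, the transcription factor that turns on lipid synthesis (-1.65, SE 0.25), *TM7SF2*, a sterol reductase (-1.39, SE 0.25), and *INSIG1*, which holds SREBF proteins inactive (-0.92, SE 0.22). Of 23 genes of nucleotide synthesis 21 were higher (median 0.24) and 1 rose (7, with a median of 0.39, without replicate 1 of HCT116-WT), namely *PPAT*, the first enzyme of purine synthesis (0.73, SE 0.19; 0.69 and not past the thresholds without replicate 2 of HCT116-MT). Glycolysis genes (20 genes, median -0.07) and genes of oxidative phosphorylation (50 genes, median 0.04) gave 0 rises and 0 falls, but without replicate 1 of HCT116-WT 3 glycolysis genes fell (median -0.20) and 1 gene of oxidative phosphorylation rose (median -0.01), and without its replicate 2 3 glycolysis genes (median 0.11) and 4 of oxidative phosphorylation rose.

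Camera with a correlation of 0.01 gave adjusted p = 1.51e-07 for MHC class I, 0.00748 for MHC class II, 9.97e-12 for the interferon list, 0.00132 for cholesterol and fatty acid synthesis and 9.51e-04 for nucleotide synthesis. With an estimated correlation the same lists had adjusted p = 0.571, 0.632, 0.632, 0.523 and 0.571. With fry they had adjusted p = 0.396, 0.601, 0.601, 0.188 and 0.396. Camera with a correlation of 0.01 gave glycolysis adjusted p = 0.997 and oxidative phosphorylation 0.678. Adjusted over the list alone, 3 genes of cholesterol and fatty acid synthesis were lower with limma, against 0 genes of the other 4 lists. Without replicate 2 of HCT116-WT the median of MHC class II was -0.48 and that of nucleotide synthesis 0.19. Without replicate 2 of HCT116-MT the median of MHC class II was -0.32. Over all alternatives the camera adjusted p of the 5 lists ran up to 0.974, with Student's t-test, whose adjusted p does not separate them from lists not called.

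**Figure D2:**
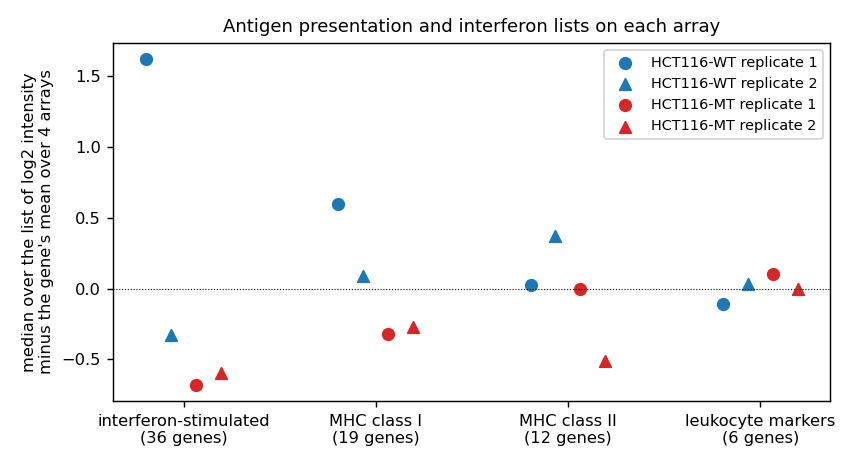
Median over each list of the log2 intensity minus the mean of the gene over the 4 arrays, with 1 point per array (2 of HCT116-WT, 2 of HCT116-MT). The interferon list stands at 1.62 in replicate 1 of HCT116-WT and at -0.33 in replicate 2.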

Other cancer-related alterations (e.g., in cellular metabolism and antigen presentation genes) were also identified (Fig. 2a). Additional analysis using the ontology tool, DAVID, confirmed the up- and down-regulation, respectively, of cell cycle and cell-cell adhesion-related pathways in HCT116-MT cells (Supplementary Table S2). 

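Junction and adhesion genes were over-represented among the genes past the study thresholds on the lower side, which is closer to how an ontology tool counts. The 457 genes that fell held 13 of the 69 measured adhesion genes (Fisher's exact test, adjusted p = 1.34e-05), 4 of 15 tight junction genes (adjusted p = 0.0102) and 5 of 19 genes of adherens junctions and desmosomes (adjusted p = 0.00356). The 411 genes that rose held 6 of 42 genes of DNA replication (adjusted p = 0.0438), including *POLE*, the catalytic subunit of a replicative polymerase (0.79, SE 0.23, and 0.64 without replicate 2 of HCT116-MT). Among the 6, *RFC3* lies on chromosome 13 and *RFC5* and *POLE* on chromosome 12, which both hold stretches of neighbouring genes higher in HCT116-MT. The DNA replication list was not tested without genes of such stretches. The 411 genes also held 7 of 109 cell cycle genes (adjusted p = 0.761) and 6 of 49 mitosis genes (adjusted p = 0.0636). The background was the 11875 genes with a detected probe, any of which could pass. Of the adhesion genes, 14 encode HLA proteins, and without them, a choice made after the data were seen, 5 of 55 fell and camera gave adjusted p = 0.00313, or adjusted p = 0.609 with an estimated correlation. Fisher's exact test was not run on this reduced list. Whether adhesion genes other than HLA genes were over-represented among the falls was therefore not tested. Without replicate 2 of HCT116-MT 4 adhesion genes fell and 2 genes of DNA replication rose. The test treats genes as independent, and the thresholds were not adjusted for the number of genes.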

To narrow the list of candidate genes affected by β-catenin activation, we compared our 1,507 DEGs with known sets of 128 cell cycle-related genes and 134 cell adhesion-related genes from KEGG database. This enabled identification of 15 cell cycle-related and 22 cell adhesion-related candidate genes (Fig. 2b). Of these 37 genes, six were randomly chosen to validate our microarray data by qRT-PCR analysis, revealing consistent patterns of mRNA expression for each gene in both assays (Fig. 2c).

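By the brightest detected probe, 14 of 14 measured cell cycle genes and 20 of 20 measured adhesion genes of Fig. 2b had their mean difference on the drawn side, and 8 and 14 of them were past the study thresholds. Among the cell cycle genes *CDK6*, a kinase of the G1 phase (log2 fold change 0.76, SE 0.21), *TFDP1*, the partner of E2F factors (0.87, SE 0.32), *STAG1*, a cohesin subunit (0.72, SE 0.27; a further detected probe gave -0.02), *CDC16*, a subunit of the anaphase-promoting complex (0.70, SE 0.26), *RB1*, which restrains E2F factors (0.67, SE 0.21), and the spindle checkpoint gene *MAD2L1* (0.64, SE 0.21) rose, and the inhibitor of *CDK4* and *CDK6* encoded by *CDKN2B* (-1.29, SE 0.46) and *SFN*, which encodes 14-3-3 sigma (-0.66, SE 0.24), fell. Of these 8 genes, 5 stayed past the study thresholds without replicate 1 of HCT116-WT, 3 without its replicate 2, 3 without replicate 1 of HCT116-MT, 1 without its replicate 2, and 0 in every case. *CDKN2B* was -0.61 without replicate 1 of HCT116-WT, -1.996 without its replicate 2 and -1.04 without replicate 2 of HCT116-MT. Without replicate 2 of HCT116-WT *TFDP1* was 0.45, *STAG1* 0.46 and *CDC16* 0.42, and without replicate 1 of HCT116-MT *SFN* was -0.39. Of the 20 measured adhesion genes 13 fell and *VCAN*, a matrix proteoglycan, rose (1.21, SE 0.22). The falls included *HLA-B* (-1.22, SE 0.32; -1.05 and not past the thresholds without replicate 2 of HCT116-MT), which presents peptides to T cells, *CNTNAP2*, a neurexin-like adhesion protein (-1.34, SE 0.35; -0.98 and not past without the same array, and -2.23 with neqc background correction), and *CDH3*, which encodes P-cadherin (-1.19, SE 0.22). Of these 14 genes, 10 stayed past the thresholds without replicate 1 of HCT116-WT, 11 without its replicate 2, 12 without replicate 1 of HCT116-MT, 5 without its replicate 2, and 4 in every case. *HLA-DRA* (-1.10, SE 0.46), an MHC class II chain, the cell cycle inhibitor *CDKN1A* (-0.62, SE 0.27) and the mitotic cyclin *CCNB1* (0.60, SE 0.38) did not pass. *HLA-DRA* was -1.64 without replicate 1 and -0.55 without replicate 2 of HCT116-MT, and -1.57 and -0.63 without those of HCT116-WT, *CDKN1A* was -0.97 without replicate 1 and -0.27 without replicate 2 of HCT116-MT, and *CCNB1* was 1.18 without replicate 1 and 0.02 without replicate 2 of HCT116-WT.

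With limma the adjusted p ran from 0.413 to 0.701 for the cell cycle genes and from 0.0807 to 0.779 for the adhesion genes. The 2 lines did not overlap in 11 of the 14 and in 19 of the 20 genes. Because these genes were chosen on the same 4 arrays, their number is not independent evidence.

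**Figure D3:**
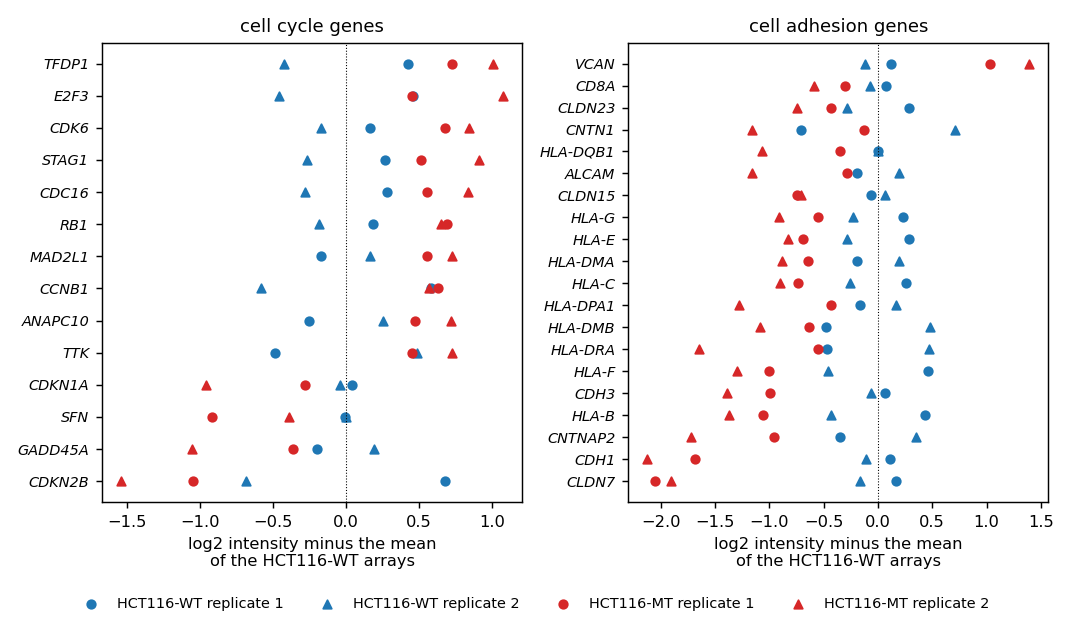
Log2 intensity of the measured genes of Fig. 2b (14 cell cycle, 20 adhesion) on each array, minus the mean of the HCT116-WT arrays, with 1 point per array and 2 arrays per line. Genes are ordered by log2 fold change, from 0.87 for *TFDP1* to -1.29 for *CDKN2B* and from 1.21 for *VCAN* to -1.98 for *CLDN7*.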

**Figure 2:**
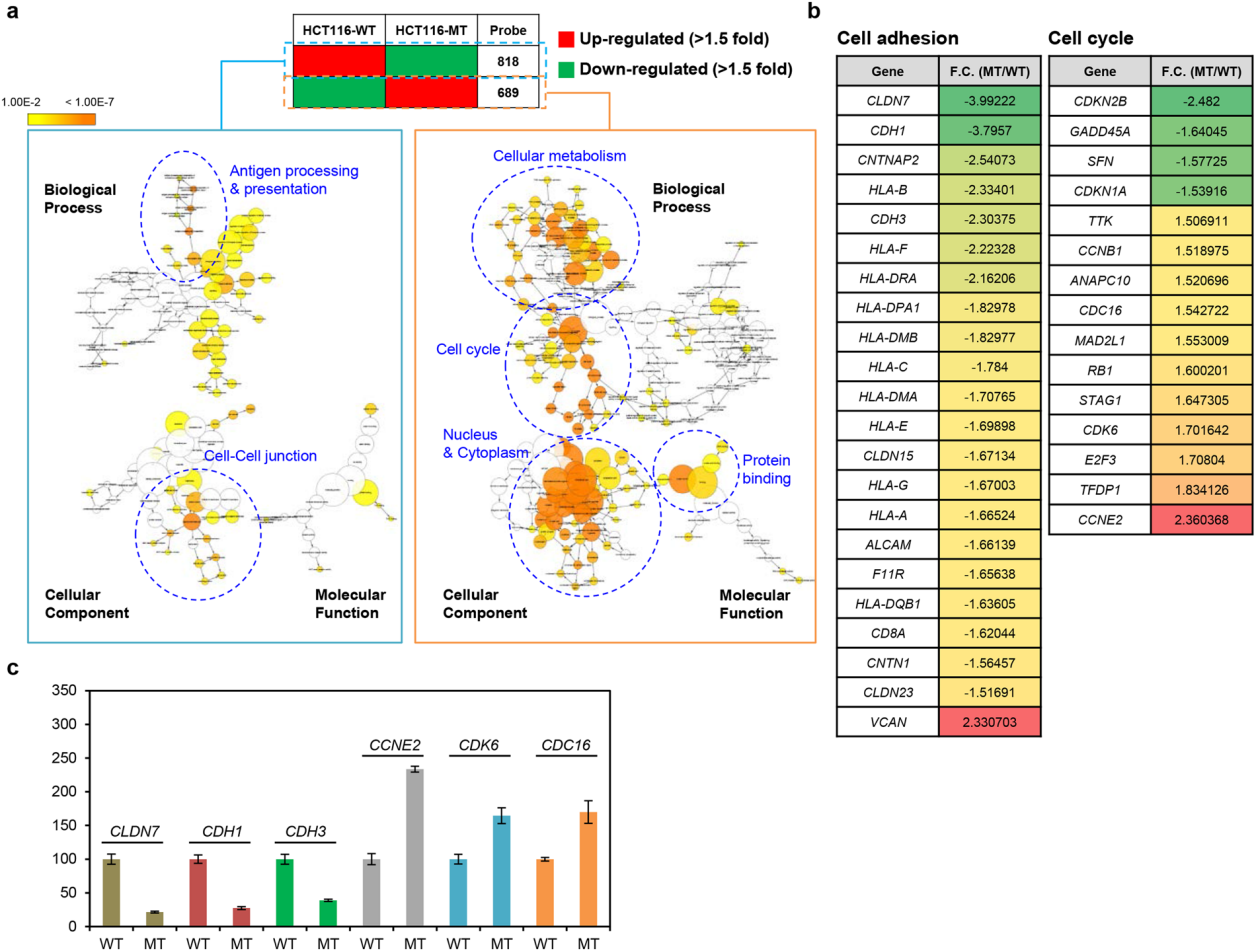
Cell cycle and cell-cell adhesion-related pathways were up- and down-regulated, respectively, in HCT116-MT cells, compared to HCT116-WT cells. **(a)** Transcriptional profiles of HCT116-WT and HCT116-MT cells were measured by Illumina HumanHT-12 v4 Expression BeadChip microarray. Gene ontology (GO) analysis was then performed on the list of 1,507 differentially expressed genes (DEGs) showing >1.5-fold up- or down-regulation in HCT116-MT vs. HCT116-WT cells with *P* < 0.05, using Cytoscape method to identify pathways enriched or suppressed in β-catenin mutant cells. **(b)** A curated gene list was obtained by overlapping the list DEGs identified by microarray analysis with a set of 128 cell cycle-related genes and a set of 134 cell adhesion-related genes obtained from the Kyoto Encyclopedia of Genes and Genomes (KEGG). Fold change (F.C.) in HCT116-MT relative to HCT116-WT cells is shown. **(c)** qRT-PCR validation of the microarray results was performed using six randomly selected genes. Error bars represent the SD of the mean of two independent experiments.

To confirm β-catenin activation promotes cell cycle up-regulation, we performed cell proliferation assays and flow cytometric analyses. As expected, HCT116-MT cells proliferated more rapidly than HCT116-WT cells, and HCT116-P cells showed an intermediate proliferation rate phenotype (Supplementary Fig. S2a). We further detected a 16.9% decrease and 16.8% increase in G1 and G2/M phases, respectively, for HCT116-MT vs. HCT116-WT cells; and a 9.8% decrease and 7.7% increase in G1 and G2/M phases, respectively, for HCT116-P vs. HCT116-WT cells. These findings indicate that HCT116-MT and HCT116-P cells show strong and intermediate cell cycle activation, respectively, as compared to HCT116-WT cells (Supplementary Fig. S2b).

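Of 4 transcription factors that drive EMT, only *SNAI2*, the gene of SLUG, was expressed above background on all 4 arrays. Its intensities were 179 and 324 in HCT116-WT and 403 and 297 in HCT116-MT. Relative to *GAPDH*, the glycolytic gene used as reference, *SNAI2* was 0.97 higher on the log2 scale in HCT116-MT (1.96-fold; SD 0.48 in HCT116-WT and 0.22 in HCT116-MT, n = 2 per line), and a further *SNAI2* probe gave 0.93. Without replicate 1 of HCT116-WT the value was 0.64. *SNAI1* was detected on 1 HCT116-WT array, and *ZEB1* and *TWIST1* on 0 arrays, so that the signals of these 3 genes are not read as expression changes. *GAPDH* had a log2 fold change of -0.45 (SE 0.20, adjusted p = 0.559 with limma), and without a reference the value of *SNAI2* was 0.52. The exact permutation p of *SNAI2* relative to *GAPDH* was 0.333, the smallest that 2 arrays per line can give. Over 116 measured genes of an EMT list 6 rose and 9 fell at the study thresholds, or 11 and 17 without replicate 2 of HCT116-WT and 5 and 4 without replicate 2 of HCT116-MT. The list had a median of -0.09 (-0.22 without replicate 1 of HCT116-MT and -0.04 without its replicate 2) and camera adjusted p = 0.0664, with 0.632 for an estimated correlation, and 0.00288, on the lower side, without replicate 1 of HCT116-MT (0.00288 to 0.974 over all alternatives).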

Although EMT signature was not statistically significant in the pathway analysis results of our microarray data, we further analyzed expression of four main EMT factors, *SNAI1* (SNAIL-encoding gene), *SNAI2* (SLUG-encoding gene), *ZEB1*, and *TWIST1* by normalizing them to *GAPDH* expression. All of the four EMT factors were found to be up-regulated in HCT116-MT cells compared to HCT116-WT cells (*SNAI1*, 1.22 folds; *SNAI2*, 2.11 folds; *ZEB1*, 2.10 folds; *TWIST1*, 1.26 folds) (Supplementary Fig. S3a). 

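*VIM* encodes vimentin, the intermediate filament protein of mesenchymal cells, and had intensities of 705 and 912 in HCT116-WT and 7944 and 4522 in HCT116-MT. It rose by 2.90 on the log2 scale (SE 0.32, 7.47-fold, adjusted p = 0.0807 with limma), and a further *VIM* probe gave 3.19. Of the other EMT list genes past the study thresholds on the higher side, *MSX1*, a homeobox transcription factor, rose by 1.67 (SE 0.31). On the lower side *RGS4*, which dampens G protein signals, had -1.19 (SE 0.47), and it was -0.61 without replicate 2 of HCT116-WT and -0.72 without replicate 2 of HCT116-MT, not past the thresholds in either case. Adjusted over the list of 116 genes alone, limma called 1 gene higher and 0 lower. *VIM* stayed past the study thresholds with each array left out, at 2.48 to 3.29.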

We also compared our 1,507 DEGs with a set of 200 EMT-related genes obtained from KEGG database, which allowed us to obtain a list of 28 EMT-related genes, including strong up-regulation of *VIM* (vimentin) expression (7.57-fold increase) (Supplementary Fig. S3b). These findings suggest that expression of some EMT-related genes is significantly altered by β-catenin mutation.

### HCT116-MT cells show dual loss of tight and adherens junctions, whereas HCT116-P cells display only tight junction impairment

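*CLDN7* had intensities of 3799 and 3026 in HCT116-WT and 814 and 904 in HCT116-MT and fell by 1.98 on the log2 scale (SE 0.21, adjusted p = 0.0807 with limma). *CDH1* had 2227 and 1910 in HCT116-WT and 641 and 472 in HCT116-MT and fell by 1.91 (SE 0.23, adjusted p = 0.107). With each array left out in turn *CLDN7* lay between -2.16 and -1.83 and *CDH1* between -2.11 and -1.68, past the study thresholds in each case. *CRB3*, a polarity protein of the tight junction, fell by 0.88 (SE 0.23; -0.73 and not past the thresholds without replicate 1 of HCT116-MT). *GRHL2*, a transcription factor that maintains *CDH1* and claudin genes in epithelia, was detected in HCT116-WT only and was at least 2.75-fold lower in HCT116-MT (adjusted p = 0.153).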

We next investigated β-catenin mutation-mediated alterations in cell-cell adhesion genes and found that, of the 22 adhesion-related genes identified by GO analysis, *CLDN7* and *CDH1* were most strongly down-regulated by β-catenin activation. *CLDN7* encodes Claudin-7 and *CDH1* encodes E-cadherin, which are well-known structural mediators that form TJ and AJ, respectively. We therefore evaluated their expression and localization in our three cell lines, under the conditions of low, moderate, and high cell density, as cell-cell junction molecules are known to show density-dependent expression^17^. Western blot analysis revealed a slight increase in β-catenin expression with increasing cell density in all HCT116 cell lines. For E-cadherin, HCT116-P and HCT116-WT cells show a pattern of gradually increasing cell density-dependent expression, whereas it is barely detectable in HCT116-MT cells. Claudin-7 is also highly expressed and increases with cell density in HCT116-WT cells; however, expression is much lower and unaffected by cell density in HCT116-P cells and is barely detectable in HCT116-MT cells (Fig. 3a,b). β-catenin, E-cadherin, and Claudin-*7* mRNA expression patterns mirror their protein expression patterns (Supplementary Fig. S4). These findings suggest impairment of Claudin-7-mediated TJ in HCT116-P cells and of both TJ and E-cadherin-dependent AJ in HCT116-MT cells.

**Figure 3:**
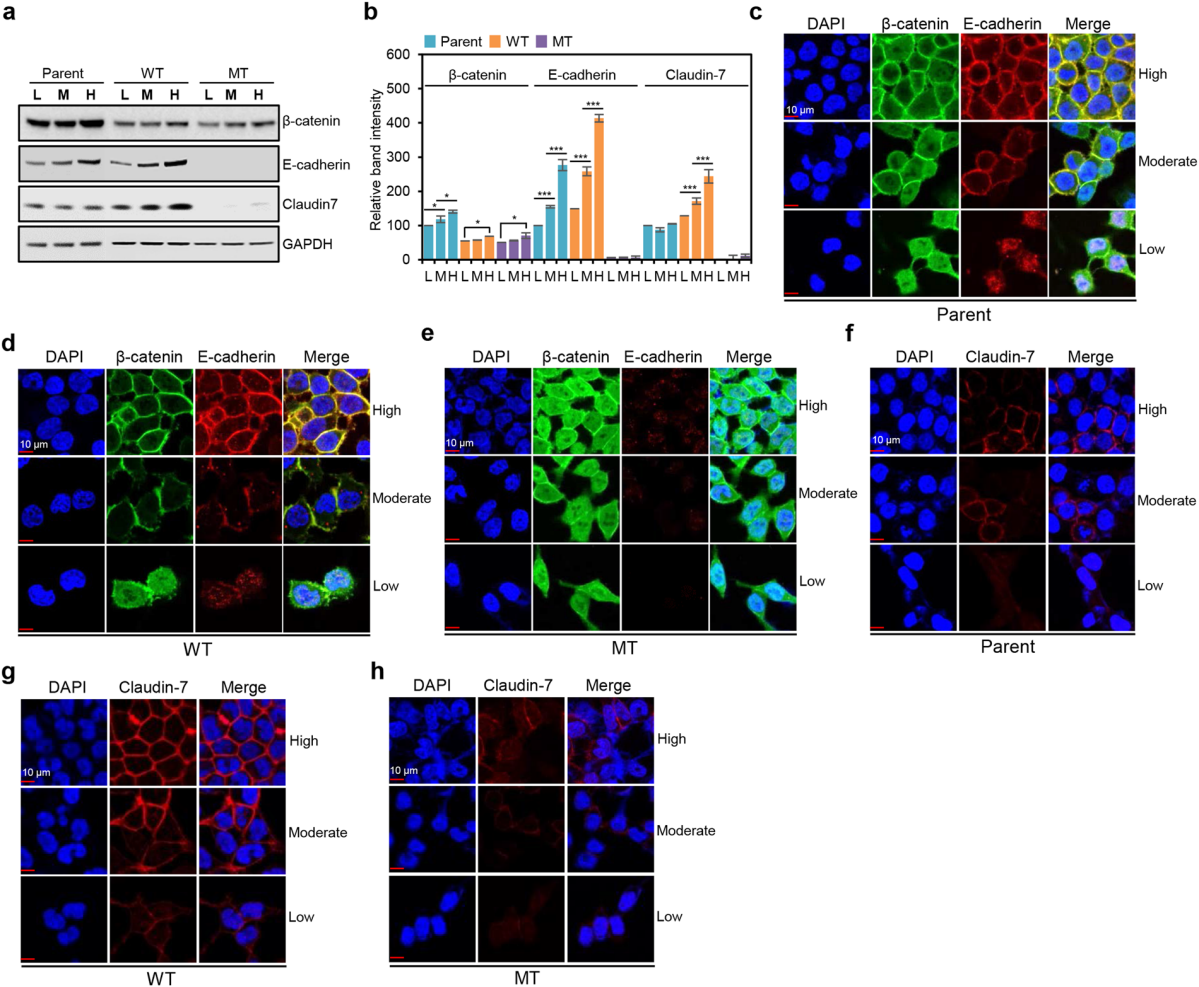
HCT116-P and HCT116-MT cells show dysregulation of cell-cell adhesion-related proteins. **(a)** Western blot analysis of β-catenin, Claudin-7, and E-cadherin levels in three HCT116 cell lines (Parent, WT, and MT). **(b)** Quantification of band intensities for the western blot shown in. (**a**) Error bars represent the SD of mean band intensities obtained from three independent experiments. One-way ANOVA with a post-hoc test (Bonferroni) was performed to compare multiple means; *P < 0.01, **P < 0.001, ***P < 0.0001. Statistical significance between low (L) and moderate (M) cell densities, and M and high (H) cell densities was shown. Statistical significance between L and H was shown when there was no statistical significance between L and M or M and H. Immunofluorescence microscopy analysis of β-catenin (stained in green) and E-cadherin (stained in red) in **(c)** HCT116-P, **(d)** HCT116-WT, and **(e)** HCT116-MT cells, under conditions of low, moderate, and high cell density. Immunofluorescence microscopy analysis of Claudin-7 (stained in red) in **(f)** HCT116-P, **(g)** HCT116-WT, and **(h)** HCT116-MT, under conditions of low, moderate, and high cell density. Nuclear DAPI staining is shown in blue. All assays were carried out in triplicate.

To test cell-cell junction status in our cell lines, we performed immunofluorescence microscopy analysis. In HCT116-P and HCT116-WT cells at low density, E-cadherin and β-catenin showed poor colocalization and mostly nuclear β-catenin expression. At moderate cell density, β-catenin began to colocalize with E-cadherin on the cell surface, which was increasingly evident and organized at high density, indicating proper AJ formation (Fig. 3c,d). In HCT116-MT cells, however, E-cadherin was barely detectable at any cell density (Fig. 3e). For Claudin-7, HCT116-WT cells showed increasingly clear and organized membranous expression in a cell density-dependent manner, with gradual TJ formation. However, Claudin-7-mediated TJ appeared to be poorly formed in HCT116-P, irrespective of cell density, and protein expression was barely detected in HCT116-MT cells at any density (Fig. 3f–h).

To investigate the involvement of Wnt pathway in loss of cell-cell junction, we performed immunofluorescence microscopy analysis, western blot, and qPCR using HCT116-WT cells after Wnt3a treatment. Immunofluorescence microscopy and western blot analysis showed that 2-hour treatment of Wnt3a strongly induced concomitant translocation of β-catenin, SNAIL, ZEB1, and TWIST1 into the nucleus; and 4-hour treatment of Wnt3a led to downregulation of E-cadherin and Claudin-7 expressions (Supplementary Fig. S5a,b). Wnt3a treatment also induced transcriptional activation of downstream target genes of Wnt/β-catenin signaling, such as *CD44*, *AXIN2*, and *CCND1* (Supplementary Fig. S5c).

### E-cadherin binds to both WT and mutant β-catenin, and β-catenin is released from the cell membrane and degraded by loss of E-cadherin

It is well-documented that E-cadherin sequesters β-catenin to the cell membrane, and thereby inhibits EMT progression^18,19^. Since there are no reports regarding the binding of E-cadherin with mutant β-catenin, we tested if E-cadherin binds to both WT and mutant β-catenin. Considering HCT116-MT cells exclusively show nuclear β-catenin expression, β-catenin binding to TCF4 was also tested. Immunoprecipitation was performed using a β-catenin antibody, and the binding of β-catenin with E-cadherin or TCF4 was analyzed in HCT116-WT and HCT116-MT cells. As expected, WT β-catenin was mainly bound to E-cadherin, while mutant β-catenin was mostly bound to TCF4 (Fig. 4a). To objectively compare binding affinity of WT and mutant β-catenin to E-cadherin, we generated EGFP-conjugated β-catenin expression constructs (a β-catenin-WT and β-catenin-S45del construct) (Fig. 4b). HCT116-P cells were transfected with β-catenin-WT or β-catenin-S45del vector. β-catenin-S45del vector showed stronger β-catenin expression compared to β-catenin-WT vector, due to resistance of mutant β-catenin to proteasomal degradation (Fig. 4c). mRNA expressions from both constructs were similar (Fig. 4d). Importantly, both synthetic WT and mutant β-catenin showed similar cellular localization (membranous, cytoplasmic, and nuclear) (Fig. 4e), and immunoprecipitation with an EGFP antibody showed that synthetic WT and mutant β-catenin bind to both TCF4 and E-cadherin, indicating that E-cadherin similarly binds to WT and mutant β-catenin (Fig. 4f). Next, we investigated if overexpression of E-cadherin in HCT116-MT cells could lead to the sequestration of mutant β-catenin to the cell membrane (Fig. 4g). Immunofluorescence microscopy analysis and immunoprecipitation with a β-catenin antibody showed that the induced expression of E-cadherin led to increased binding of mutant β-catenin to E-cadherin and its membranous localization (Fig. 4h,i). These findings suggest that binding loss of mutant β-catenin to E-cadherin might be caused by loss of E-cadherin expression. Since we also demonstrated that WT β-catenin at cell-cell junctions is as stably expressed as mutant β-catenin, we further tested if downregulation of E-cadherin expression using siRNA releases β-catenin from the cell membrane and leads to its degradation in HCT116-WT and HCT116-P cells. Immunofluorescence microscopy and western blot analysis showed that knockdown of E-cadherin downregulates the expression and membranous localization of β-catenin (Fig. 4j,k).

**Figure 4:**
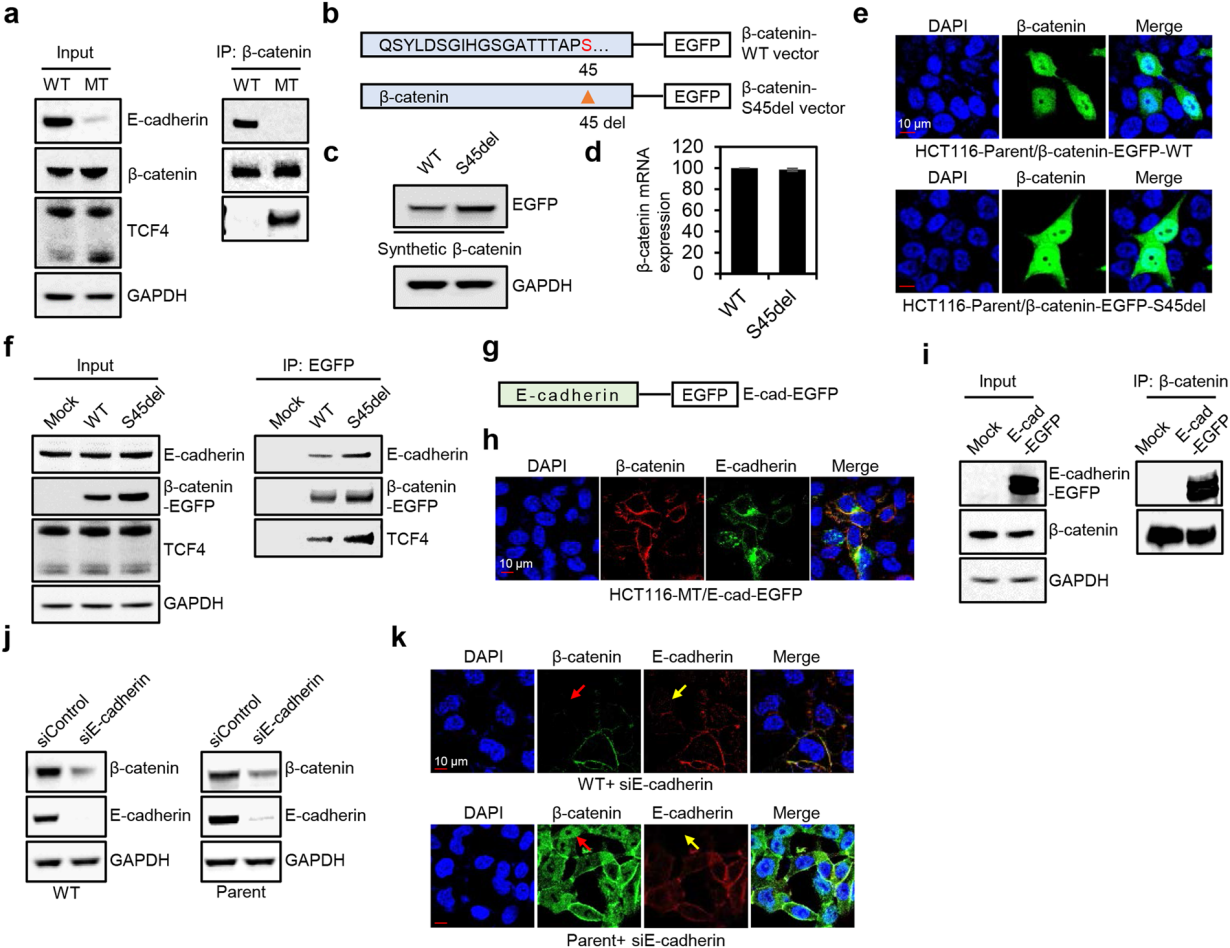
E-cadherin binded to both WT and mutant β-catenin, and knockdown of E-cadherin downregulated membranous β-catenin expression. **(a)** Immunoprecipitation was performed in HCT116-WT and HCT116-MT cells using a β-catenin antibody. **(b)** Schematic model of EGFP-conjugated β-catenin expression constructs. β-catenin-S45del vector was generated by mutagenesis using β-catenin-WT vector. **(c–e)** Western blot, qPCR, and immunofluorescence microscopy analysis of HCT116-P cells transfected with β-catenin-S45del vector or β-catenin-WT vector. **(f)** Immunoprecipitation was performed using an EGFP antibody in HCT116-P cells transfected with a control vector or β-catenin expression vectors. **(g)** Schematic model of EGFP-conjugated E-cadherin expression vector. **(h**,**i)** Immunofluorescence microscopy analysis and immunoprecipitation with a β-catenin antibody was performed in HCT116-MT cells transfected with E-cadherin expression vector. **(j**,**k)** Western blot and immunofluorescence microscopy analysis of HCT116-WT and HCT116-P cells transfected with siRNA against E-cadherin. Red and yellow arrows indicate loss of WT β-catenin and loss of E-cadherin, respectively. All assays were carried out in triplicate.

### HCT116 cells show differential migratory and invasive activity according to their β-catenin mutation status

To evaluate migratory activity of HCT116 cells with differential β-catenin mutation status and dysregulation of cell-cell junctions, we performed wound-healing assays, measuring gap healing at 24 and 48 h after initial scratch. We found that wound-healing rate is significantly higher for HCT116-P than HCT116-WT cells, and the highest overall for HCT116-MT cells (Fig. 5a,b). We then performed invasion assays and found HCT116-MT and HCT116-P cells are highly invasive compared to HCT116-WT cells, with HCT116-MT cells showing the highest invasive activity (Fig. 5c,d). This suggests that β-catenin activation and loss of cell-cell junctions are directly associated with mesenchymal-like features of HCT116 cells.

**Figure 5:**
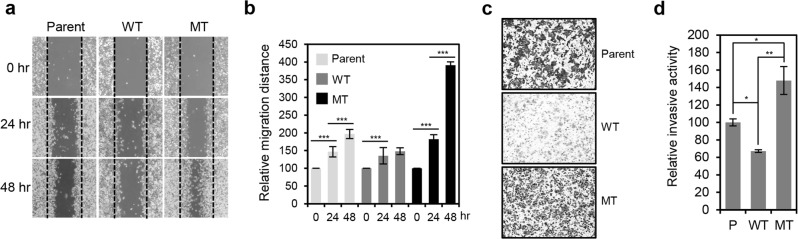
HCT116 cells showed differential migratory and invasive activity according to β-catenin mutations status. **(a)** Wound-healing assay performed using three HCT116 cell lines (Parent, WT, and MT). Gap closure was measured 24 and 48 h after initial scratch. **(b)** Quantification of relative migration distances for the wound-healing assay shown in. (**a**) Statistical significance between 0 and 24 hours, and 24 and 48 hours is shown. **(c)** Invasion assay performed using three HCT116 cell lines. Invasive activity was measured after 48 h by crystal violet staining. **(d)** Quantification of the relative number of stained cells in (**c**) using ImageJ software. Statistical significance between HCT116-P, HCT116-WT, and HCT116-MT is shown. All assays were carried out in triplicate.

### β-catenin/ZEB1 axis plays important roles in loss of cell-cell junction in both HCT116-P and HCT116-MT cells

Although both HCT116-P and HCT116-MT cells display mesenchymal-like behaviors, they show distinct cell morphology and motility patterns, which are mainly attributable to β-catenin mutation status (Figs. 1a and 5a–d). To more precisely elucidate EMT status in HCT116-P and HCT116-MT cells, we measured mRNA expression of *SNAI1*, *SNAI2*, *ZEB1*, *TWIST1*, *VIM*, and *CDH2* (N-cadherin coding gene) under conditions of increasing cell density. Using qRT-PCR, we detected *SNAI1* mRNA expression levels that are 2- and 3-fold higher, respectively, in HCT116-P and HCT116-MT cells than in HCT116-WT cells, at all densities (Fig. 6a). *SNAI2* mRNA was also up-regulated by about 2.5-fold in HCT116-MT compared to HCT116-WT cells, although the lowest expression was detected in HCT116-P cells (down 6-fold vs. HCT116-MT). Compared to HCT116-WT cells, *ZEB1* mRNA expression was slightly up-regulated in HCT116-P cells, whereas about 2-fold up-regulation was detected in HCT116-MT cells. In contrast, *TWIST1* expression was strongly up-regulated only in HCT116-P cells in a cell density-dependent manner. *CDH2* expression was slightly higher in HCT116-MT cells, compared to that of HCT116-P and HCT116-WT cells. Notably, *Vim* expression was selectively and strongly up-regulated in HCT116-MT cells. Similar protein expression patterns were also detected for each EMT marker (Fig. 6b). These data suggest that HCT116-MT cells show more progressed EMT than HCT116-P cells, in terms of both motility and EMT marker expression.

**Figure 6:**
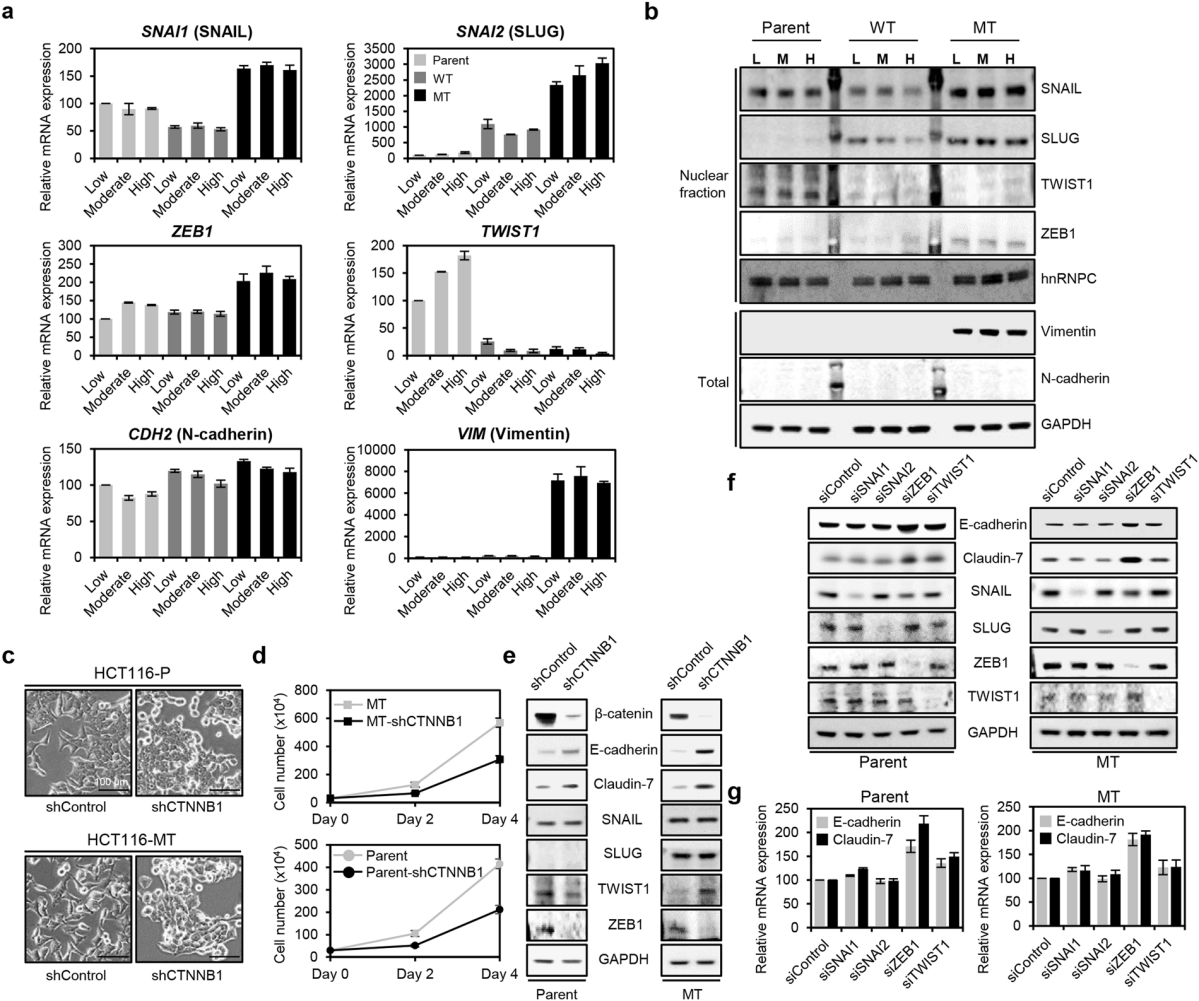
ZEB1 played important roles in mutant β-catenin-mediated loss of cell-cell junction molecules. **(a**,**b)** Cell density-dependent mRNA and protein expression of six EMT markers (*SNAI1*, *SNAI2*, *ZEB1*, *TWIST1*, *VIM*, and *CDH2*) measured by qRT-PCR and western blot in HCT116-P, HCT116-WT, and HCT116-MT cells. Error bars represent the SD of the mean of two independent experiments. **(c)** Morphologies of HCT116-P and HCT116-MT cells after complete knockdown of β-catenin expression using shRNA. **(d)** A proliferation assay was performed using HCT116-P and HCT116-MT cells with or without β-catenin expression. 0.3 × 10^6^ cells were seeded in 60-mm dishes and manually counted after 2 and 4 days. **(e)** Western blot analysis of E-cadherin, Claudin-7, SNAIL, SLUG, ZEB1, and TWIST1 in HCT116-P and HCT116-MT cells with or without β-catenin ablation. **(f**,**g)** Western blot and qPCR analysis of E-cadherin and Claudin-7 after knockdown of SNAIL, SLUG, ZEB1, and TWIST1 in HCT116-P and HCT116-MT cells. Error bars represent the SD of the mean of two independent experiments. All assays were carried out in duplicate.

Next, we sought to investigate the relationship between mutant β-catenin, EMT factors, and loss of cell-cell junction. To identify EMT transcription factors directly affected by β-catenin, we ablated β-catenin expression in HCT116-P and HCT116-MT cells using lentiviral-encoded short hairpin RNA (shRNA). Notably, HCT116-P and HCT116-MT cells with repressed β-catenin expression commonly showed epithelial-like morphology (Fig. 6c), and the growth rate of HCT116-P and HCT116-MT cells with ablated β-catenin expression was much lower than their counterpart cells with normal β-catenin expression (Fig. 6d). Then, we measured the expression of EMT factors by western blot. Complete knockdown of β-catenin barely affected the expression of SNAIL and SLUG in both cell lines, whereas complete loss of ZEB1 with decrease of TWIST1 expression and complete loss of ZEB1 with increase of TWIST1 expression were observed in HCT116-P and HCT116-MT cells, respectively. Importantly, knockdown of β-catenin led to strong increase of E-cadherin and Claudin-7 expression (Fig. 6e). These findings suggest that ZEB1, a direct target gene of β-catenin, might be functionally important in terms of the mutant β-catenin mediated downregulation of cell-cell junction molecules in both HCT116-P and HCT116-MT cells. Next, we analyzed the expression of E-cadherin and Claudin-7 in HCT116-P and HCT116-MT cells after knockdown of SNAIL, SLUG, ZEB1, or TWIST1 by siRNA. Western blot and qPCR analysis showed that ZEB1 knockdown strongly increases the expression of E-cadherin and Claudin-7 in both cell lines, while TWIST1 knockdown slightly up-regulates the expression of E-cadherin and Claudin-7 only in HCT116-P cells. Downregulation of SNAIL or SLUG barely affected expression of E-cadherin and Claudin-7 (Fig. 6f,g).

### Claudin-7 down-regulation in HCT116 cells is critical for acquisition of mesenchymal-like features

In order to confirm whether mesenchymal-like features of HCT116-MT and HCT116-P cells directly result from β-catenin activation-mediated down-regulation of cell-cell junction molecules, we generated stable Claudin-7 or E-cadherin knockdown HCT116-WT cells using shRNA. Protein knockdown was confirmed by western blot, and we found that Claudin-7 knockdown promotes decreased E-cadherin expression and vice versa (Fig. 7a). Critically, both Claudin-7 and E-cadherin knockdown cells showed mesenchymal-like morphology, displaying multiple lamellipodia at their leading edges to facilitate migration (Fig. 7b). Immunofluorescence analysis further revealed disturbed cell-cell interactions and interdependent loss of Claudin-7 and E-cadherin expression in stable knockdowns (Fig. 7c). Wound-healing was significantly accelerated in both Claudin-7 and E-cadherin knockdown cells, showing more rapid closure in E-cadherin knockdowns (Fig. 7d,e). Enhanced invasion was also observed in both knockdowns, with a higher activity observed in Claudin-7 knockdown cells (Fig. 7f,g). These findings indicate interdependence between AJ and TJ formation, and suggest that dysregulation of TJs is sufficient to induce mesenchymal-like features in HCT116 cells.

**Figure 7:**
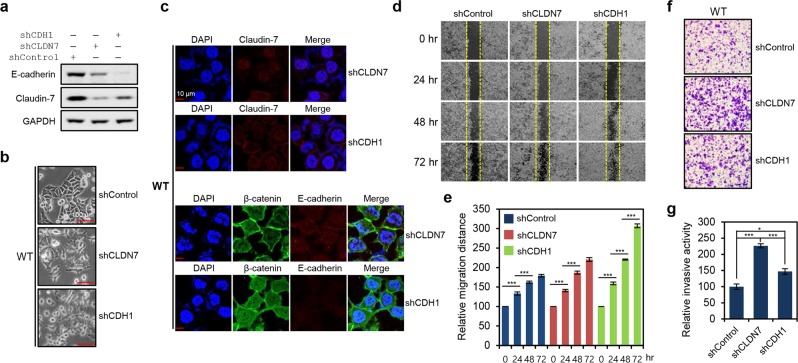
Loss of tight junctions mediated by Claudin-7 dysregulation was sufficient for acquisition of mesenchymal-like features by HCT116 cells. **(a)** Western blot analysis of E-cadherin and Claudin-7 expression in HCT116-WT cells with stable shRNA-mediated knockdown of Claudin-7 (shCLDN7) or E-cadherin (shCDH1). **(b)** Morphological changes in HCT116-WT cells after stable knockdown of Claudin-7 or E-cadherin. Cell images were obtained using the 20x objective. **(c)** Immunofluorescence microscopy analysis of Claudin-7 (stained in red), β-catenin (stained in green), and E-cadherin (stained in red) in HCT116-WT cells with stable shRNA-mediated knockdown of Claudin-7 or E-cadherin knockdown. **(d)** Wound-healing assay performed using HCT116-WT cells with stable knockdown of Claudin-7 or E-cadherin. Gap closure was measured at 24, 48, and 72 h after the initial scratch, due to the relatively low migratory activity of HCT116-WT. **(e)** Quantification of relative migration distances for the wound-healing assay shown in. (**d**) Statistical significance between 0 and 24 hours, 24 and 48 hours, and 48 and 72 hours is shown. **(f)** Invasion assay performed using HCT116-WT cells with stable knockdown of Claudin-7 or E-cadherin. Invasive activity was measured after 48 h by crystal violet staining. **(g)** Quantification of the relative number of stained knockdown cells in (**f**) using ImageJ software. Statistical significance between shControl, shCLDN7, and shCDH1 is shown. Error bars in (**e**,**g**) represent the SD of the mean of results from three independent experiments. All assays were carried out in triplicate.

### Loss of E-cadherin leads to dramatic up-regulation of migratory and invasive activity in HCT116-P cells

Our data indicate that Claudin-7 is down-regulated in HCT116-P compared to HCT116-WT cells and does not increase with cell density. Furthermore, levels of membranous E-cadherin in HCT116-P cells are similar to those observed in HCT116-WT cells. We therefore tested whether Claudin-7-mediated TJs are indeed impaired in HCT116-P cells, and if additional loss of E-cadherin further up-regulates migratory and invasive activity of these cells. To this end, we generated stable shRNA-knockdowns of Claudin-7 or E-cadherin in HCT116-P knockdown cells. Protein knockdown was confirmed by western blot. We further found that Claudin-7 knockdown promotes a slight decrease in E-cadherin expression and vice versa (Fig. 8a). Additionally, no clear morphological changes were observed in Claudin-7 knockdowns, whereas E-cadherin knockdown cells showed disturbed cell polarization and adjoining (Fig. 8b). These morphological and expressional changes were also observed during immunofluorescence microscopy analysis (Fig. 8c). We also found that E-cadherin knockdown strongly induces HCT116-P cell migration, whereas migration is only slightly enhanced by Claudin-7 knockdown (Fig. 8d,e). Consistent with this, invasive activity was strongly up-regulated in E-cadherin knockdowns, but was induced to a much lesser extent in Claudin-7 knockdown cells (Fig. 8f,g). These findings indicate that AJs are minimally affected by further loss of TJs in HCT116-P cells due to pre-existing TJ impairment, and loss of AJs leads to a more advanced EMT phenotype in those cells.

**Figure 8:**
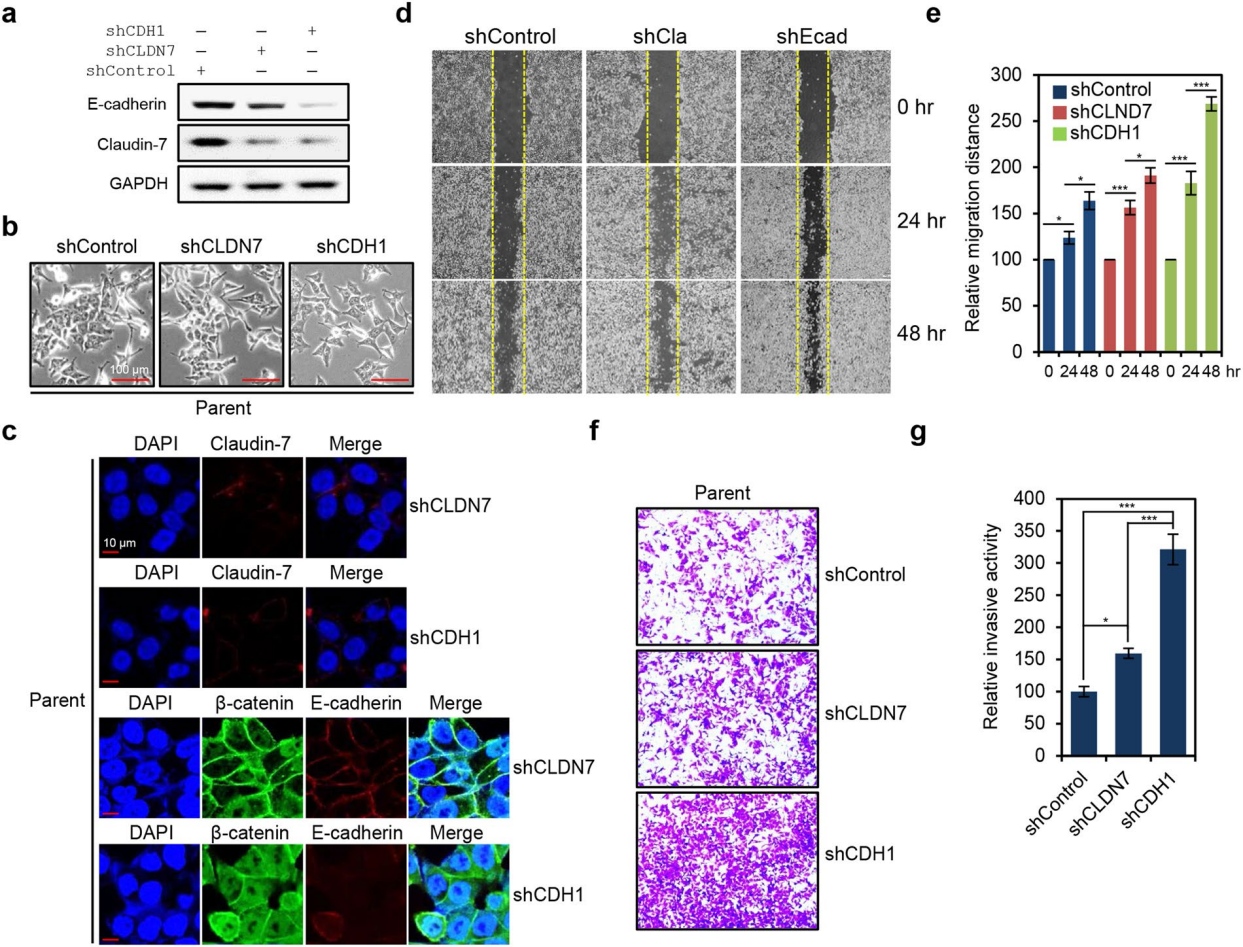
Additional loss of adherens junctions (AJs) led to EMT progression in HCT116-P cells. **(a)** Western blot analysis of Claudin-7 and E-cadherin expression in HCT116-P cells with stable shRNA-mediated knockdown of Claudin-7 (shCLDN7) or E-cadherin (shCDH1). **(b)** Morphological changes in HCT116-P cells after stable knockdown of Claudin-7 or E-cadherin. **(c)** Immunofluorescence microscopy analysis of Claudin-7 (stained in red), β-catenin (stained in green), and E-cadherin (stained in red) in HCT116-P cells with stable shRNA-mediated knockdown of Claudin-7 or E-cadherin knockdown. **(d)** Wound-healing assay performed on HCT116-P cells with stable knockdown of Claudin-7 or E-cadherin. **(e)** Quantification of relative migration distances for the wound-healing assay knockdown shown in. (**d**) Statistical significance between 0 and 24 hours, and 24 and 48 hours is shown. **(f)** Invasion assay performed on HCT116-P cells with stable knockdown of Claudin-7 or E-cadherin. **(g)** Quantification of the relative number of knockdown stained cells in (**f**) by ImageJ software. Error bars in (**e**,**g**) represent the SD of the mean of results from three independent experiments. Statistical significance between shControl, shCLDN7, and shCDH1 is shown. All assays were carried out in triplicate.

### Clinicopathologic and molecular features of CRCs with nuclear β-catenin expression

Our findings suggest that β-catenin mutations promote its nuclear expression, leading to Claudin-7 and E-cadherin down-regulation. We therefore examined the association between nuclear β-catenin expression and expression of Claudin-7/E-cadherin in 101 stage III CRC tissues by IHC. We exclusively detected membrane-associated β-catenin in crypt cells of normal colon mucosa, whereas CRCs showed heterogeneous nuclear accumulation of β-catenin that can be categorized as follows: 1) no nuclear expression, similar to normal tissues, 33/101 samples; 2) low nuclear expression (1–29% of tumor cells), 53/101 samples; and 3) high nuclear expression (≥30% of tumor cells), 15/101 samples (Supplementary Fig. S6a,b).

We then assessed clinicopathologic features of CRC tissues showing negative, low, and high nuclear β-catenin expressions (Supplementary Table S3), and found that those with high expression showed significantly larger tumor size (*P* = 0.028) and decreased prevalence of microsatellite instability-high (MSI-H) (*P* = 0.013). We could not find statistical significance between high nuclear β-catenin expression and expression of Claudin-7 (*P* = 0.474) and E-cadherin (*P* = 0.093), probably due to the small case number of CRCs with high nuclear β-catenin expression (Supplementary Fig. S6c and Supplementary Table S3). In the same context, no significant relationship was found between the mean percentage of nuclear β-catenin expression in CRCs showing metastasis or no metastasis after operation (*P* = 0.078) (Supplementary Fig. S6d). Notably, Kaplan–Meier survival analysis showed that overall survival (*P* = 0.009) of CRC patients with negative and low nuclear β-catenin expression is significantly longer than that of patients with high nuclear β-catenin expression (Supplementary Fig. S7).

## Discussion

As a key downstream WNT pathway effector, β-catenin plays known roles in proliferation, survival, and EMT of CRC cells. EMT is particularly important due to its involvement in loss of cell-cell adhesion and gain of migratory and invasive features, which render some cancers incurable by current therapeutic regimens^20^. Indeed, most cancer-related deaths are attributable to metastatic diseases. Loss of cell-cell junctions is critical for EMT progression; and although its clinical significance has been reported in CRC^21^, relationship between loss of cell-cell junction and β-catenin-mediated EMT is poorly understood. Therefore, elucidation of mechanisms underlying β-catenin-mediated EMT is critical for understanding metastasis in a subset of CRCs.

In most CRCs, β-catenin stabilization results from mutations in *APC*. However, as APC is involved in various cellular functions, independent of β-catenin^22^, it is difficult to assess specific consequences of β-catenin activation in *APC* mutant cells. Therefore, in this study, we sought to elucidate the mechanism of β-catenin activation-mediated EMT using isogenic HCT116 cell lines with differential β-catenin mutation status. To validate our strategy, we indeed evaluated the localization and activation status of β-catenin in two APC mutant CRC cell lines (DLD-1 and LoVo), two CRC cell lines with no Wnt pathway relevant mutations (RKO and HCT8), a hepatocellular carcinoma (HCC) cell line with an *AXIN1* mutation (Hep3B), a HCC cell line with a *CTNNB1* mutation (HepG2), and a CRC cell line with a *CTNNB1* mutation (LS174T). Immunofluorescence microscopy and western blot analysis showed that CRCs with *APC* mutations more clearly display nuclear β-catenin localization compared to CRC cells with no Wnt pathway relevant mutations and HCC cells with an *AXIN1* mutation. Importantly, HCC and CRC cells with a *CTNNB1* mutation commonly showed much stronger nuclear β-catenin localization, compared to CRC cells with *APC* mutations (Supplementary Fig. S8a,b). Wnt pathway activity was also found to be proportional to the level of nuclear β-catenin expression in each cell line (Supplementary Fig. S8c). These findings suggest that localization and activation status of β-catenin could be differentially affected by *APC* or *CTNNB1* mutations, and cell lines with *APC* mutation might not be a proper model for investigating β-catenin specific roles in cancer cells.

We found that WT and mutant β-catenin show distinct localization on the cell membrane and in the nucleus, respectively. Furthermore, despite the well-known model that WT β-catenin is continuously degraded in the absence of either WNT ligand or β-catenin mutations, HCT116-WT and HCT116-MT cells showed similar levels of β-catenin expression. We also demonstrated that E-cadherin similarly binds to WT and mutant β-catenin, and WT β-catenin is stable when bound to E-cadherin and subjected to degradation when released from E-cadherin. This suggests WT β-catenin at cell-cell junctions is as stably expressed as mutant β-catenin in the nucleus, and that protein function is likely to be dependent on localization and E-cadherin. Indeed, we found that WT β-catenin promotes E-cadherin-dependent AJ formation, whereas nuclear-localized mutant β-catenin induces partial and progressed EMT, with an accompanying dysregulation of TJ and AJ. Since strong AJs inhibit EMT progression, WT β-catenin thereby plays a vital role in maintaining epithelial-like behavior.

Notably, a mixed pattern of β-catenin expression was observed in HCT116-P cells, which showed intermediate mesenchymal-like features. In particular, the strong TJs and AJs observed in HCT116-WT cells were absent in HCT116-MT cells, whereas HCT116-P cells only showed impairment of TJs, which likely promoted their intermediate invasive and migratory activities. Recent studies have suggested EMT is not an all-or-nothing process, but rather arises from multi-step changes, displaying numerous intermediate phenotypes. These have been referred to by terms such as “intermediate EMT” and incomplete EMT”, and “partial EMT^23–27^”. Our results suggest that HCT116-P cells represent a partial EMT phenotype, with HCT116-MT cells showing more progressed EMT. Consistent with this, of the six tested EMT-inducing factors, HCT116-P cells showed a unique and specific pattern of *TWIST1* up-regulation with slight up-regulation of *SNAI1* and *ZEB1* expression, whereas HCT116-MT cells showed concomitant and strong up-regulation of *SNAI1*, *SNAI2*, *ZEB1*, and *VIM* expression with slight up-regulation of *CDH2*. We also demonstrated that ZEB1 and TWIST1 play key roles in down-regulation of E-cadherin and Claudn-7 expressions in HCT116-P cells, while ZEB1 exclusively does the same in HCT116-MT cells. In addition, it is well-documented that adherens junction formed by β-catenin/E-cadherin complex inhibits EMT progression^18,19^. Since HCT116-P cells express both WT and mutant β-catenin, they are undergoing E-cadherin/WT β-catenin complex-mediated EMT inhibition and nuclear mutant β-catenin-mediated EMT progression. We propose that the combined form of EMT inhibition and progression axes displays the incomplete or partial EMT.

Emerging roles for TJs, particularly those involving Claudin family members, have been uncovered in various cancers, including gastric cancers, breast cancers, and CRCs. TJ loss is required for cells to overcome the barriers imposed by TJ-bound epithelial tissues and metastasize to surrounding tissues^28^. Both up- and down-regulation of Claudin-7 expressions have been reported in CRCs, and are linked to invasion, metastasis, and disease prognosis^29–32^. However, these findings are inconsistent and limited to the analysis of Claudin-7 alone, without considering nuclear β-catenin expression. Here, we detected Claudin-7 down-regulation in HCT116-P and HCT116-MT cells harboring a mutant β-catenin allele. Due to the combined loss of AJ and TJ in HCT116-MT cells, we used HCT116-P cells as a model to evaluate EMT phenotypes induced by TJ loss. These displayed poorly formed TJ and were more invasive and migratory than HCT116-WT cells. We further demonstrated that shRNA-knockdown of Claudin-7 is sufficient to induce partial EMT in HCT116-WT cells. Claudin-7-knockdown HCT116-WT cells displayed clear morphological and motility features associated with EMT. Moreover, they expressed decreased E-cadherin levels, suggesting interdependence between TJ and AJ. As described above, HCT116-P cells represent a partial EMT state due to intact AJs. Indeed, E-cadherin knockdown further promotes invasive and migratory activity in HCT116-P cells, whereas knockdown of Claudin-7 has only minor effects. These findings indicate that β-catenin-mediated TJ modulation is sufficient to induce at least partial EMT, and additional dysregulation of AJ is required for further EMT progression.

Results of studies assessing the clinical significance of nuclear β-catenin expression in CRCs had numerous inconsistencies^6,33–35^. These could have resulted from the highly heterogeneous β-catenin expression patterns observed in CRCs, which we noted in our cohort of patient tissues. Based on the observation that ~50% nuclear β-catenin expression is sufficient to induce dysregulation of Claudin-7 but not E-cadherin in HCT116-P cells, we predicted that E-cadherin loss is likely to be detected only in CRC tissues with extremely high nuclear β-catenin expression. However, in our 101 CRC samples, we could not find a significant correlation between nuclear β-catenin expression and expression of Claudin-7 or E-cadherin. The discrepancies between our cellular experiments and human tissue data might have resulted from any of the following: 1) β-catenin-independent mechanisms for regulation of Claudin-7 and E-cadherin expression; 2) highly heterogeneous membranous and nuclear β-catenin expression in CRCs; or 3) small number of cases with high nuclear β-catenin expression. Therefore, we tested for inverse expressional correlations between β-catenin and Claudin-7/E-cadherin in solid-pseudopapillary neoplasm (SPN) tissues. These have homogenous mutations in exon 3 of β-catenin in nearly all tumor cells, leading to homogenous β-catenin nuclear expression^36^. Immunohistochemical analysis of 15 SPN samples revealed almost 100% nuclear β-catenin expression, accompanying complete loss of both Claudin-7 and E-cadherin (Supplementary Fig. S9). Additionally, although CRC tissues were not a perfect model for elucidating the relationship between β-catenin, Claudin-7, and E-cadherin due to heterogeneous β-catenin nuclear expression, we found a tendency toward frequent down-regulation of Claudin-7 and E-cadherin, and higher incidence of metastasis in CRCs with elevated β-catenin nuclear expression. Our findings suggest a model whereby β-catenin mutations and consequent nuclear expression lead to partial or complete loss of cell-cell junctions in an EMT factor-dependent manner, inducing EMT progression (Supplementary Fig. S10).

## Supplementary information

Supplementary Information

## Data Availability

All data analyzed in this study are presented in this article and also available upon request.

How the deposited data were processed for this re-analysis (not part of the article)

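Gene expression was measured in 2 HCT116-WT and 2 HCT116-MT samples of human colorectal cancer cells on Illumina HumanHT-12 v4 BeadChips. The authors extracted the arrays with GenomeStudio and deposited, for each probe and array, an intensity that is not normalized between arrays. Beside each intensity the deposited table holds a detection p-value, which compares the probe with the negative controls of its array. The methods describe quantile normalization and an integrated statistical method. The authors' series table holds the same intensity values, also not normalized, and 26122 of its 47319 shared probe IDs (55.2%) carry the intensities of another ID of the non-normalized table. The non-normalized table was therefore used for all values, and the series table only for the counts of probes. The paper's RT-qPCR, blots, images and patient data were not analysed here.

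Intensities were put on the log2 scale and quantile-normalized, and the 20579 of 47321 probes with a detection p-value under 0.05 on at least 2 of 4 arrays were kept. Detected probes made up 41.8% and 42.5% of the probes in HCT116-WT and 41.4% and 42.3% in HCT116-MT, and the median intensity of all probes was 135, 126, 127 and 122. HCT116-MT was compared with HCT116-WT with limma 3.58.1 in R 4.3.3 (a linear model with moderated variances), with adjustment by the Benjamini-Hochberg method over probes or over genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The smallest adjusted p over probes was 0.0351, and the highest among probes past the study thresholds 0.528. Neither the paper nor the files give the chip barcodes, so chip position was not modelled.

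A table of probe genes gave 1 gene symbol for 30112 probes, several for 8 and none for 17201, and 30073 probes matched a gene ID of the gene table, which follows assembly GRCh38.p14 and was used only for names and neighbours. Of the kept probes 15512 had 1 symbol, which made 11875 genes, 2976 of them with more than 1 kept probe. The brightest kept probe stood for each gene. At the gene level 411 genes were higher and 457 lower at the study thresholds, and 2 higher and 6 lower at adjusted p under 0.05 with limma.

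Named genes were fixed by rule: the 50 genes the paper names, the 10 largest rises, the 10 largest falls and up to 4 members of each list. As too few genes passed at adjusted p under 0.05, the rule fell back to the study thresholds. This gave 104 genes, of which 96 were measured. The 29 gene lists and the alternatives were fixed before the data were examined, the lists from knowledge, and 1 listed gene had no gene ID. Not every gene of Fig. 2b is reported. They were tested with camera (correlation between genes set at 0.01, or estimated), with fry and with Fisher's exact test, each adjusted over the lists. Camera at 0.01 called 13 lists, 5 up and 8 down. With an estimated correlation it called 0 (smallest adjusted p 0.439), and fry called 0 (smallest 0.130).

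The steps were tested on simulated arrays with known changes, 20 draws of 20579 probes. With the spread of each probe taken from these arrays, 47.3%, 95.0% and 99.9% of probes changed 1.5-fold, 2-fold and 4-fold were past the study thresholds, and 1.12%, 23.9% and 96.6% had an adjusted p under 0.05, while 412 unchanged probes per draw were past the study thresholds. With the spread drawn from the fitted prior, 44.0%, 91.0% and 99.0% were past the study thresholds and 0%, 0.0746% and 25.1% had an adjusted p under 0.05, with 648 unchanged probes past the study thresholds. Of the adjusted calls 13.0% and 4.60% were false. A list shifted by 0.3 on the log2 scale was called in 20 of 20 draws with the set correlation and in 0 of 20 with an estimated one. The lack of calls with an estimated correlation therefore does not decide against a list shifted by about 0.3, and larger shifts were not simulated. Genes were drawn independently, so neither setting was tested on correlated genes. Of 420 unshifted lists 9 and 1 were called.

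The alternatives were neqc background correction (offset 16), median scaling, cyclic loess, no normalization, the authors' series table, no detection filter, a detection p-value under 0.01, detection in both arrays of a line, the replicate number as a block, Student's t-test, limma with a mean-variance trend, each array left out in turn, the mean of the kept probes of a gene, an estimated correlation, and, for *SNAI2*, other *GAPDH* references. The paper lists Student's t-test in its general statistics and not for the arrays. With it the lists were tested on the t values alone. The series table, not normalized, gives the counts of no normalization by construction. Added after the data were seen were the cell cycle list without genes of chromosome 13 and the adhesion list without HLA genes.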

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

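The tests of an array that stands apart, of an equal shift along chromosome 13 and of displaced table entries were chosen after the result was seen. The tests of scaling, leukocyte RNA, expression trend, spread within a line, a shift of the whole chromosome and the splits of the arrays were written down before they were run.

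Interferon-stimulated genes had a list median of -1.38, and the question is whether this belongs to the lines or to 1 array. Without replicate 1 of HCT116-WT the median was -0.22, which that array standing apart predicts. The median of MHC class I genes also moved, from -0.73 to -0.45, but less. Scaling is argued against by a median of -1.40 under the scaling that brought it closest to 0, while leukocyte RNA is not excluded: the 6 detected leukocyte markers had a median difference of -0.17 between replicates 1 and 2 of HCT116-WT (0.10 between the lines, camera adjusted p = 0.823), but with intensities of 117 to 238 they lie near background. The interferon state of HCT116-WT may thus differ between its samples, and why replicate 1 stands apart stays open. MHC class I genes are partly the same genes as interferon targets, so the 2 lists are not independent.

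Genes of chromosome 13 had a median of 0.23 over 212 genes, with 75.5% of them higher and 45 rises against 3 falls, beside chromosome 18 with a median of 0.18 and 75.0% higher and chromosome 15 with 0.17 and 70.6%. The permutation p among random gene sets of matched expression was 1e-04, the smallest that 10000 sets can give, which argues against a trend with expression, and the larger median within a line was -0.0553, which argues against spread between arrays. Of 4 equal parts of the chromosome the lowest had a median of 0.0753, still above the pooled median of all other genes, -0.0034 (4.63% of random gene sets reach it), although the last part (*DNAJC3* to *CHAMP1*) stood at 0.62 and an equal shift of every part had a permutation p of 1e-04, again the smallest possible. A gain of DNA along the end of the chromosome in HCT116-MT, or a loss in HCT116-WT, could give this pattern, and DNA copy number was not measured. *CDC16*, *RB1* and *TFDP1* of Fig. 2b lie on this chromosome, and without its genes the cell cycle list had 4 rises in place of 7 and camera adjusted p = 0.00942, or adjusted p = 0.609 with an estimated correlation.

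The 2 deposited tables give different intensities for 26122 probe IDs. Among these IDs the fold changes of 2 probes of 1 gene correlated at 0.272 in the series table and at 0.887 in the non-normalized table, so displaced entries in the series table are likely and displaced entries in the other table are argued against. How the entries came to be displaced stays open.

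The split of the 4 arrays into the 2 lines gave 1285 probes past the study thresholds and the highest of the other splits 663; with 1 of 3 splits this could not fall under 5 percent, so there are too few splits to tell. The epithelial identity list, with a median of -0.87, was not taken up in the paper by name and is described among the further observations.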

How the results depend on the processing

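Chosen after the result was seen were the cell cycle list without chromosome 13 genes, the adhesion list without HLA genes and the values of *SNAI2* relative to *GAPDH* with an array left out. The cause was not tested for any value that moved. The number of probes higher at the study thresholds was 401 with median scaling, 221 with no normalization, 254 with the methods' t-test and 221 with the authors' processed values, and 394 to 1150 with each array left out. The number lower was 983 with no normalization, 231 with the methods' t-test, 983 with the authors' processed values, and 395 to 1262 with each array left out. At adjusted p under 0.05 the number higher was 3 with neqc, 1 with cyclic loess, 1 with a detection p-value under 0.01, 1 with the methods' t-test and 7 with a mean-variance trend, and 0 to 7 with each array left out. The number lower was 7 with neqc, 6 with cyclic loess, 6 with a detection p-value under 0.01, 1 with detection in both arrays of a line, 1 with the methods' t-test and 12 with a trend, and 0 to 46 with each array left out. Of the 1285 probes past the study thresholds 1159 were shared with neqc, 985 with median scaling, 828 with no normalization and 597 without replicate 2 of HCT116-MT.

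With the replicate number as a replicate block 647 probes were higher and 771 lower at the study thresholds and 0 were lower at adjusted p under 0.05. The deviations of samples with the same number correlated at 0.0537 across the lines, and the arrays were not treated as pairs. This low correlation over all kept probes does not exclude an effect that same-numbered samples share in some genes. The median of the unfolded protein response list was higher in replicate 1 than in replicate 2 by 0.86 in HCT116-WT and 0.80 in HCT116-MT.

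The camera adjusted p of the adhesion list was 0.974 with Student's t-test and 0.571 with an estimated correlation. That of the cell cycle list was 0.974 and 0.571, and 0.00108 to 0.144 with each array left out. With an estimated correlation the cell cycle list without chromosome 13 genes and the adhesion list without HLA genes both had 0.609. The camera adjusted p of the EMT list was 0.00288 to 0.734 with each array left out. Of the other lists 11 were called, against 0 with Student's t-test and 0 with an estimated correlation. For the reasons given above, neither setting decides against a list. Over 415 further list values 379 stayed called or stayed not called, 28 lost a call, 8 gained one and 0 reversed. With an array left out the spread within a line comes from the other line alone. *SNAI2* relative to *GAPDH* was 0.97, 1.08 relative to the mean of the *GAPDH* probes, 0.52 without a reference, and 0.64 to 1.31 with each array left out. Over 1440 values of named genes 1221 stayed on the same side of the study thresholds, 183 lost them, 36 gained them and 0 reversed. The largest losses were with Student's t-test (46 of 96 genes) and without replicate 2 of HCT116-MT.

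Signal over background limits the folds of dim genes, since detected probes were only 3.40 to 4.24 times as bright as undetected ones. Not run was the chip barcode as a block, which is not given. The authors' series table was not used for lists, named genes and *GAPDH*, because its probe IDs were not borne out.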

Differences from the paper's values

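The paper gives 15 cell cycle genes among the differentially expressed, against 9 here. Of the alternatives set before the data were examined, cyclic loess (10), no detection filter (10), limma with a trend (11) and the fits without replicate 1 (18) or replicate 2 (17) of HCT116-WT are within 1.5 times the paper's value, and the others, at 0 to 9, are not. The paper gives 22 cell adhesion genes, against 14 here. Here neqc, median scaling and cyclic loess (17 each) and no normalization (18) are within 1.5 times the paper's value. So are a detection p-value under 0.01 (16), the replicate block (15), limma with a trend (16) and the mean of kept probes (16). No detection filter (14), detection in both arrays of a line (14) and Student's t-test (5) are not. The fits with an array left out fall on both sides. The paper gives 28 EMT genes, against 15 here, and only the fits without replicate 1 (19) and replicate 2 (28) of HCT116-WT are within 1.5 times the paper's value. The lists used here were written from knowledge, so their members are not those of the paper's lists.

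Of the genes in Fig. 2b, 6 measured cell cycle genes and 6 measured adhesion genes did not pass the study thresholds here although the paper draws them as differentially expressed. *CCNE2*, which the paper reports strongly raised in HCT116-MT by qPCR, was detected on 0 arrays and is not among the measured genes. *GADD45A* passed with cyclic loess, no normalization, a trend and without replicate 1 of either line. *CDKN1A* passed with cyclic loess, a trend and without replicate 1 of HCT116-MT. *TTK* passed without replicate 2 of HCT116-WT, *CCNB1* and *E2F3* without replicate 1 of HCT116-WT, and *ANAPC10* with no detection filter, the replicate block, the mean of kept probes and without replicate 2 of HCT116-WT. *HLA-DRA* passed with median scaling, cyclic loess, no normalization, a detection p-value under 0.01, a trend, the mean of kept probes and without replicate 1 of either line, and *HLA-DMB* in the same cases except without replicate 1 of HCT116-MT. *ALCAM* passed with no normalization and without replicate 1 of HCT116-MT, *CNTN1* without replicate 1 of HCT116-WT, *CLDN23* with the replicate block and without replicate 2 of HCT116-WT, and *CD8A* in no case by its brightest probe, although its other kept probe, at -0.69, passed. *CNTN1* alone moved to the other side of 0, at 0.06 without replicate 2 of HCT116-WT.

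The paper states that *SNAI1*, *ZEB1* and *TWIST1* were up-regulated. Here they were detected on 1, 0 and 0 arrays. Relative to the mean of the *GAPDH* probes their signals differed by 0.30, 1.07 and 0.34 on the log2 scale, on the side the paper gives. Without a reference the differences were -0.26, 0.51 and -0.22, so that for *SNAI1* and *TWIST1* the sign rests on *GAPDH*. Signals near background are not read as expression changes here. Each gene has 1 probe, so the lack of detection does not show that the genes are silent. By RT-qPCR the paper also reports higher *SNAI1* and *ZEB1* in HCT116-MT than in HCT116-WT, with similar patterns on blots, and *TWIST1* strongly raised only in parental cells. It further reports more E-cadherin and Claudin-7 after ZEB1 knockdown. For *CNTNAP2* the fold is about -2.5 in Fig. 2b, read by eye, and here it was -2.53, or -4.70 with neqc background correction.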

Other observations

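The tests of windows of neighbouring genes were chosen after the result was seen. Epithelial genes outside the junctions were lower in HCT116-MT. Of 19 measured genes of an epithelial identity list 12 fell at the study thresholds, 0 rose and 16 had the lower mean (median -0.87, the same with bounds for 3 genes not detected in HCT116-MT). Beside *ELF3*, *MAL2* and *GRHL2* they include *AP1M2*, which sorts proteins to the basolateral membrane (-1.29, SE 0.23). Camera gave adjusted p = 1.99e-12, and 0.439 with an estimated correlation, and Fisher's exact test 1.05e-11. Adjusted over the list alone 12 genes were lower with limma, and the median lay between -0.95 and -0.76 with each array left out. Markers of colon enterocytes and goblet cells, of which 7 were detected, had a median of 0.02 (adjusted p = 0.765).

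Genes that β-catenin turns on through TCF factors were split. *AXIN2*, a negative regulator of the pathway, rose by 1.32 (SE 0.32), *SOX4*, a transcription factor, by 2.57 (SE 0.35), and *BMP4*, a secreted signal not detected in HCT116-WT, was at least 2.19-fold higher, whereas *CD44*, an adhesion receptor, fell by 0.88 (SE 0.28; -0.54 without replicate 1 of HCT116-WT and -0.77 without replicate 1 of HCT116-MT, not past the thresholds in either case). *CCND1*, the G1 cyclin, had -0.27 (SE 0.30, adjusted p = 0.841 with limma), or 0.07 without replicate 1 and -0.60 without replicate 2 of HCT116-WT. By qPCR the paper reports *CCND1* slightly raised in HCT116-MT, *AXIN2*, *BMP4* and *CCNE2* strongly raised, and more *CD44* in HCT116-WT. On these arrays *MMP7* and *CCNE2* were detected on 0 arrays, and so was *CDH2*, which is not on the WNT list. Over 22 WNT target genes 5 rose and 2 fell, or 3 and 1 without replicate 1 of HCT116-MT (median 0.04, -0.04 with median scaling and 0.15 without replicate 2 of HCT116-MT; camera adjusted p = 0.146, or adjusted p = 0.632 with an estimated correlation, 0.0231 with no normalization, where the median was -0.11, and 0.0247 without replicate 2 of HCT116-MT; Fisher's exact test for rises, adjusted p = 0.0227).

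Neighbouring genes also moved together outside chromosome 13. Of 462 windows of about 25 genes 13 passed a limit of 0.29 set by 1000 permutations of the gene order, 12 of them higher in HCT116-MT and 3 of these on chromosome 13. Not all 13 stayed past the limit under the other scalings and with each array left out. Outside chromosome 13 those that did were stretches of chromosome 12 at 0.43 (*FBXO21* to *POP5*; 0.32 to 0.53 over the scalings) and 0.55 (*DENR* to *BRI3BP*; 0.39 to 0.65), of chromosome 6 at 0.49 (*TXNDC5* to *ATXN1*; 0.38 to 0.63), and the 1 lower window, the HLA class II region from *PPT2* to *RPS18*, at -0.57 (-0.66 to -0.57).

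Ribosome biogenesis genes had a median of 0.27 over 34 genes and 2 rises, or 7 without replicate 1 of HCT116-WT and a median of 0.44 without replicate 1 of HCT116-MT (adjusted p = 3.29e-04, or 0.674 with an estimated correlation, and 0.200 without replicate 2 of HCT116-WT and 0.486 without replicate 2 of HCT116-MT, where the median was 0.07 and 0 genes rose). The other lists were not called at the main settings: the unfolded protein response (median -0.26, adjusted p = 0.0657; 2.67e-05 without replicate 2 of HCT116-WT, 4.68e-06 without replicate 1 of HCT116-MT, and a median of 0.16 without replicate 1 of HCT116-WT and 0.13 without replicate 2 of HCT116-MT), hypoxia targets (-0.01, 0.765), p53 targets (-0.13, 0.360), YAP targets that follow cell density (-0.09, 0.292), heat shock and metal stress (0.16, 0.326), housekeeping genes (-0.03, 0.817), EMT transcription factors (0.09, 0.918; 3 genes), and markers of fibroblasts (0.03, 0.765; 6 genes), hepatocytes (0.11, 0.812; 3 genes) and neurons (-0.01, 0.522; 9 genes). Hypoxia targets moved to -0.60 without replicate 1 of HCT116-WT (adjusted p = 0.00220) and to 0.33 without replicate 2 (0.0307), so that the sign rests on which array is left out. The sign also changed for EMT transcription factors (-0.34 without replicate 1 and 0.53 without replicate 2 of HCT116-WT), hepatocyte markers (-0.38 without replicate 1 of HCT116-MT), housekeeping genes (0.18 without replicate 2 of HCT116-WT) and the colon markers (-0.02 without the same array), and the neuronal median was -0.30 without replicate 1 of HCT116-WT. Without that array the heat shock median was 0.07, and without replicate 2 of HCT116-WT that of YAP targets was -0.18. The median of p53 targets was -0.04 without replicate 2 of HCT116-MT. The unfolded protein response list was called with the replicate number as a replicate block (adjusted p = 0.0170) and with no detection filter (0.0313), and its median was higher in replicate 1 than in replicate 2 in both lines, by 0.86 in HCT116-WT and 0.80 in HCT116-MT.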
